# Mediator Directs Co-transcriptional Heterochromatin Assembly by RNA Interference-Dependent and -Independent Pathways

**DOI:** 10.1371/journal.pgen.1003677

**Published:** 2013-08-15

**Authors:** Eriko Oya, Hiroaki Kato, Yuji Chikashige, Chihiro Tsutsumi, Yasushi Hiraoka, Yota Murakami

## Abstract

Heterochromatin at the pericentromeric repeats in fission yeast is assembled and spread by an RNAi-dependent mechanism, which is coupled with the transcription of non-coding RNA from the repeats by RNA polymerase II. In addition, Rrp6, a component of the nuclear exosome, also contributes to heterochromatin assembly and is coupled with non-coding RNA transcription. The multi-subunit complex Mediator, which directs initiation of RNA polymerase II-dependent transcription, has recently been suggested to function after initiation in processes such as elongation of transcription and splicing. However, the role of Mediator in the regulation of chromatin structure is not well understood. We investigated the role of Mediator in pericentromeric heterochromatin formation and found that deletion of specific subunits of the head domain of Mediator compromised heterochromatin structure. The Mediator head domain was required for Rrp6-dependent heterochromatin nucleation at the pericentromere and for RNAi-dependent spreading of heterochromatin into the neighboring region. In the latter process, Mediator appeared to contribute to efficient processing of siRNA from transcribed non-coding RNA, which was required for efficient spreading of heterochromatin. Furthermore, the head domain directed efficient transcription in heterochromatin. These results reveal a pivotal role for Mediator in multiple steps of transcription-coupled formation of pericentromeric heterochromatin. This observation further extends the role of Mediator to co-transcriptional chromatin regulation.

## Author Summary

DNA is packaged into chromatin structure, which is important for various genome functions such as gene expression and maintenance of genetic information. Heterochromatin is a condensed chromatin structure and involved in epigenetic regulation of gene expression through repression of transcription. Heterochromatin at the pericentromeric repeats in fission yeast is assembled by two distinct mechanisms, RNAi-dependent and Rrp6, a component of the nuclear exosome, -dependent mechanisms. In addition, heterochromatin spreads into neighboring regions in an RNAi-dependent manner. Both mechanisms are coupled with the transcription from the target loci by RNA polymerase II, but the molecular nature of the coupling is not understood. Here we showed that the multi-subunit complex Mediator, which directs initiation of RNA polymerase II-dependent transcription, functions in the coupling between transcription and heterochromatin assembly. Mediator is required for Rrp6-dependent heterochromatin assembly and contributes to the RNAi-dependent spreading of heterochromatin via enhancement of production of siRNA by RNAi machinery. These observations highlight the multi-functions of Mediator in the transcription-coupled processes.

## Introduction

Heterochromatin is a silent higher-order chromatin structure that is associated with various genome functions such as transcriptional regulation, chromosomal segregation, suppression of recombination and repression of selfish elements. The fission yeast *Schizosaccharomyces pombe* provides a good model system for investigating heterochromatin formation. In fission yeast, heterochromatin is preferentially enriched across large chromosomal domains at the pericentromeres, subtelomeres and the mating-type locus. These regions are rich in methylation of histone H3K9 (H3K9me), which is catalyzed by the histone methyltransferase Clr4, a homolog of mammalian SUV39h [1], [2]. The modification of H3K9me is critical for the binding of HP1 proteins [2], [3], which recruit various factors for the assembly of repressive chromatin and associated various functions [4], [5].

Several distinct pathways promote heterochromatin assembly in fission yeast. At the pericentromere, RNAi machinery plays essential roles in heterochromatin formation [6], [7]. Pericentromeric heterochromatin is assembled on the outer repeat (*otr*) region (containing of *dg* and *dh* repeats), and the outer portion of the innermost repeats (*imr*), which surround the central core (*cnt*) domain, the site of kinetochore assembly [8]. The repeats are transcribed by RNA polymerase II (RNAPII) to produce non-coding RNAs (ncRNAs) during S-phase [9], [10], [11]. Transcribed ncRNAs give rise to double-strand RNA via the RNA-dependent RNA polymerase complex (RDRC), comprised of Rdp1, Cid12 and Hrr1, and are processed into small interfering RNAs (siRNAs) by the RNase III helicase Dicer (Dcr1). The siRNAs are then loaded into an RNA-induced transcriptional silencing (RITS) complex composed of Ago1, Tas3 and Chp1 [7]. siRNAs target the RITS complex to cognate nascent transcripts, resulting in the recruitment of additional factors, including RDRC and ultimately Clr4, to methylate histone H3K9. Generation of siRNAs and heterochromatin assembly are interdependent processes that form a self-enforcing loop [12], [13]. Importantly, RNAPII appears to couple transcription at the target loci with the generation of siRNAs. This was shown by the fact that a specific mutation in RNAPII results in a decrease in heterochromatic histone modifications, accumulation of pericentromeric transcripts, and accompanying loss of siRNAs, which are effects that were observed previously in RNAi mutants [10].

Heterochromatin, once established, spreads into neighboring region, which is typically shown by the heterochromatin formation and silencing of the genes inserted into heterochromatin. This process depends on RNAi system and probably couples with transcription [14], [15].

Nuclear RNA is monitored by a nuclear RNA surveillance system involving exosomes with 3′-5′ exonuclease activity, and a portion of the ncRNA at the pericentromere has been shown to be degraded by the nuclear exosome [16], [17]. In addition to RNA degradation, 3′-5′ exonuclease Rrp6, a component of the nuclear exosome, was shown to mediate heterochromatin formation in parallel with RNAi, which is demonstrated by the cumulative increase and decrease of H3K9me at the pericentromere in the double null-mutant of *ago1* and *rrp6* [18]. Since the amount of siRNA is not affected by depletion of Rrp6, Rrp6-dependent heterochromatin formation occurs via a pathway that is distinct from that of RNAi-dependent siRNA generation [16]. The molecular basis of the Rrp6-dependent pathway is not yet clear.

The *cenH* sequence, which shows 96% homology to centromeric *dg* and *dh* repeats, is present at the silent mating-type (*mat2/3*) locus and serves as an RNAi-dependent heterochromatin nucleation center [6], [19]. In parallel with the RNAi-dependent pathway, the ATF/CREB family DNA-binding proteins, Atf1 and Pcr1, participate in heterochromatin nucleation with a histone deacetylase, Clr3 [20].

Mediator, which is a well-conserved protein complex consisting of at least 20 subunits, was first identified as a factor that mediates DNA transcription factors binding at regulatory sequneces and RNAPII at promoters for the efficient start of transcription [21], [22] and has been shown to be required for transcription of almost all protein-coding genes *in vivo* [23], [24], [25]. Structural analysis indicates that this complex consists of four distinct structural domains: head, middle, tail and kinase. The head domain is responsible for extensive interaction with RNAPII, and the Med18/Pmc6-Med20 heterodimer, which is a portion of the head domain, binds to the core head domain through the C-terminal helix of Med8 [26]. The head domain stabilizes the connection between RNAPII and TFIIH, which facilitates the transition from initiation complex to elongation complex [27]. In addition to the promotion of general transcription from protein-coding genes, recent studies have revealed a new function of Mediator. In *Arabidopsis thaliana*, Mediator directs the transcription of ncRNA genes by recruiting RNAPII to their promoters [28]. In mammalian cells, a specific subunit of Mediator functions as an interaction site for alternative mRNA splicing or transcription elongation factors [29], [30]. These data suggest that Mediator might play roles in both transcription elongation and the subsequent processing of transcripts as a platform for the recruitment of various factors.

Since both Rrp6-dependent heterochromatin formation and RNAi-dependent heterochromatin formation are coupled with transcription, we assumed that the factor(s) that interacts with RNAPII directs the coupling. Therefore, we assessed the role of several RNAPII-interacting factors in pericentromeric heterochromatin assembly. We found that the disruption of Med18 and Med20, non-essential subunits of the Mediator head domain (MHD), compromised both RNAi-dependent and Rrp6-dependent heterochromatin assembly at the pericentromere. In addition, the head domain is required for transcriptional activation in heterochromatin. Therefore, we propose that Mediator links transcription of ncRNA and its processing by RNAi and exosomes for the formation of centromeric heterochromatin.

## Results

### Mediator is required for heterochromatic silencing at the pericentromeres

To investigate whether Mediator is involved in heterochromatin assembly, each gene encoding a non-essential subunit of mediator was disrupted in a strain possessing marker genes in the pericentromeric heterochromatin (*otr1R::ade6^+^* and *imr1L::ura4^+^*) to monitor heterochromatic silencing (Figure 1A) [31]. Since the *otr1R::ade6^+^* and *imr1L::ura4^+^* genes are repressed by heterochromatin, the wild-type strain formed red colonies on a solid medium containing a limiting amount of adenine (Low Ade) and was resistant to 5-fluoroorotic acid (5-FOA), a counter-selective drug for *ura4* ^+^ expression. By contrast, heterochromatin mutants, such as *clr4Δ*, formed white or pink colonies on the Low Ade plate and showed sensitivity to 5-FOA (Figure 1B). Among the eight non-essential subunits of mediator tested (*med1/pmc2*, *med27/pmc3*, *med18/pmc6*, *med20*, *med19*/*rox3*, *med12/srb8*, *med13/srb9* and *cdk8/srb10*), only disruption of *med18* (also known as *pmc6*) and *med20* resulted in the formation of pink colonies and increased sensitivity to 5-FOA (Figure 1B), which is in accordance with growth on plates lacking uracil or adenine (Figure S1A). Closer examination revealed that both *med18Δ med20Δ* cells formed a mixture of white and pink colonies on Low Ade plates. In addition, point mutants of *med8* (*med8-K9*) and *med31* (*med31-H1*), which were isolated by the screening of heterochromatic mutants (Figure S1B; Kato et al. submitted), also formed a mixture of pink and white colonies (Figure 1C, Figure S1C).

**Figure 1:**
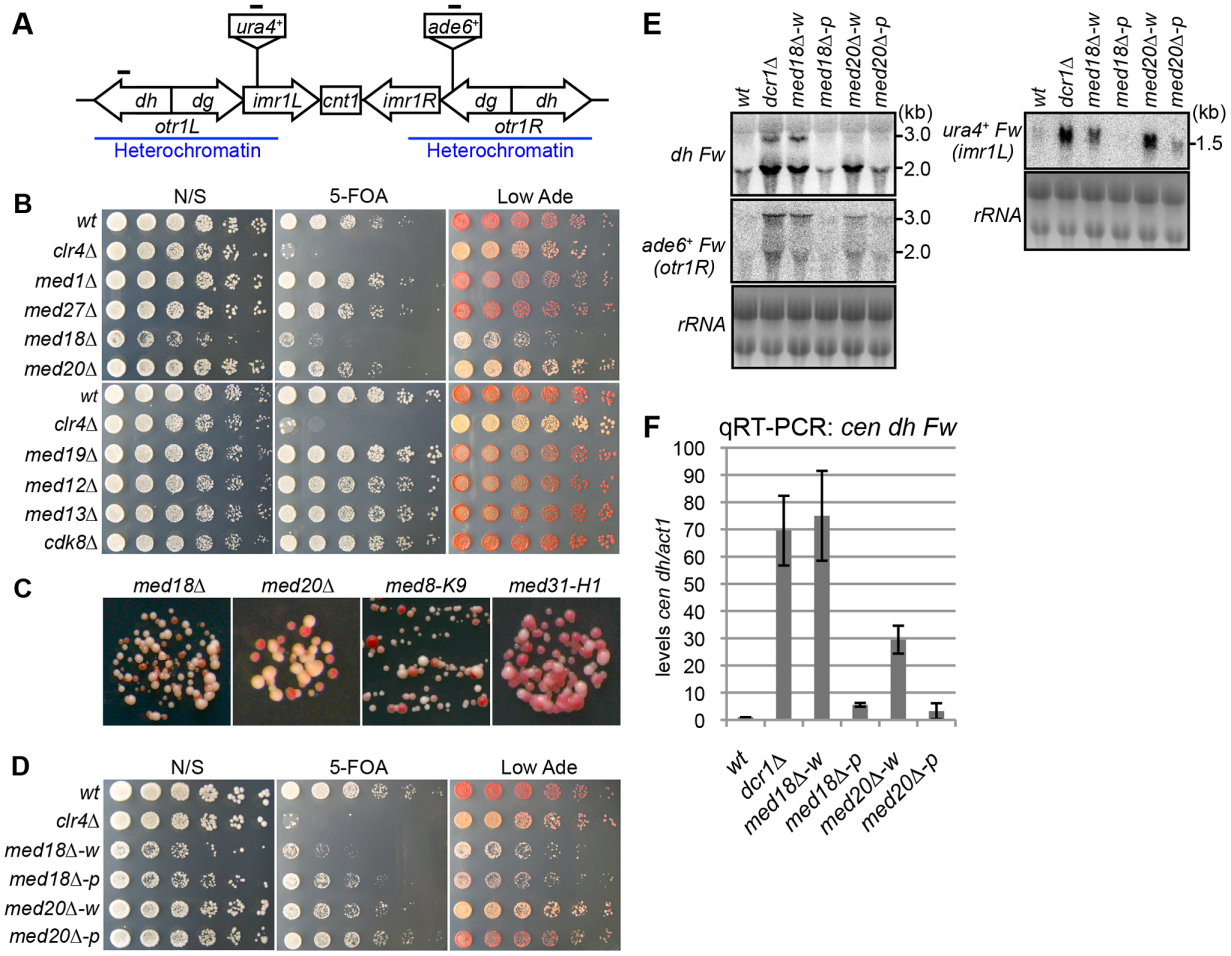
Mediator is required for heterochromatic silencing at the pericentromere. (A) Schematic of fission yeast centromere 1. Locations of *ura4* and *ade6* reporter genes inserted within the pericentromeric region are shown (*imr1L::ura4^+^* and *otr1R::ade6*). Black bars indicate the location of primers or probes used for ChIP, RT-PCR and northern analysis. (B) Silencing assay at the pericentromere. Shown are the results of serial dilutions of the indicated strains spotted onto non-selective media (N/S), medium with 5-fluoroorotic acid (5-FOA), and medium with a limited amount of adenine (Low Ade) to assay *ura4^+^* and *ade6^+^* expression. (C) Spots on Low Ade medium using Mediator mutants (*med18Δ*, *med20Δ*, *med8-K9* and *med31-H1*), which are defective in heterochromatic silencing at the pericentromere. (D) Silencing assay at the pericentromere. Shown are the results of serial dilutions of the indicated strains spotted onto N/S, 5-FOA and Low Ade media to assay *ura4^+^* and *ade6^+^* expression. *w* indicates white epiclones (*med18Δ-w* and *med20Δ-w*), and *p* indicates pink epiclones (*med18Δ-p* and *med20Δ-p*). (E) Northern Analysis of *dh*, *otr1R::ade6* and *imr1L::ura4* forward strand transcripts in wild-type (*wt*) and mutant cells using oligonucleotide probes. rRNA was used as a loading control. (F) Quantitative RT-PCR analysis of *cen dh* forward transcript levels relative to a control *act1^+^*, normalized to the wild type in the indicated strains. Error bars show the standard error of the mean (n = 3).

The variegation in the color of colonies by the mutation of Mediator subunits suggested that silencing of the *otr1R::ade6^+^* gene was variegated in the mutant cells and that distinct levels of *otr1R::ade6^+^* silencing were epigenetically inherited. To test the stability of the pink and white phenotype, pink and white colonies of each mutant were selected, cultured in YES media overnight and re-spotted onto Low Ade and 5-FOA plates. Re-spotting of the cells from white colonies (*med18Δ-w, med20Δ-w* and *med8-K9-w*) and pink colonies (*med18Δ-p med20Δ-p* and *med8-K9-p*) produced predominantly white colonies and pink colonies, respectively (Figure 1D, Figure S1C). This indicated that the white and pink phenotypes were epigenetically inherited through generation but exchangeable, which is further confirmed by the measurements of the conversion rates between white and pink epiclones (Figure S2). The conversion rates are different in each mutants, but in all mutants, conversion rates from pink to white is higher than those of white to pink, showing that white-epiclones, in which heterochromatin is compromised, are more stable. Hereafter, we designate the epigenetic clones derived from white colonies and red colonies as white and pink “epiclones”, respectively. *med18Δ-w* and *med20Δ-w* showed greater sensitivity to 5-FOA than *med18Δ-p* and *med20Δ-p* (Figure 1D), indicating that silencing at *imr1L::ura4^+^* was also compromised more severely in the white epiclones and that the silencing defect at *otr1R::ade6^+^* is connected with that at *imr1L::ura4^+^*. This suggested that the white phenotype reflected silencing defects of the entire pericentromeric heterochromatin. It should be noted that it was difficult to separate the white epiclones from the pink epiclones of *med31-H1* cells (*med31-H1-w* and *med31-H1-p* in Figure S1C) because of frequent variegation between the two (Figure S2).

The loss of heterochromatic gene silencing was confirmed in Mediator mutants by measuring the accumulation of transcripts from the pericentromeric repeats (*dg* and *dh*) and inserted marker genes. Strand-specific northern analysis showed a large increase in those transcripts in both *med18Δ-* and *med20Δ-w* cells (Figure 1E and Figure S3), which was consistent with the observed silencing defects (Figure 1D), while only marginal accumulation was observed in *med18Δ-p* and *med20Δ-p* cells. Both point mutants of the other Mediator subunits (*med8-K9* and *med31-H1*) also showed accumulation of the transcripts (Figure S3). Accumulation of heterochromatic transcripts from *dh* repeats was also demonstrated by strand-specific RT-PCR (Figure 1F). These results showed that the Mediator subunits Med8, Med18, Med20 and Med31 were involved in silencing of pericentromeric heterochromatin. Med18 and Med20 form a heterodimer that associates with head domain core complex through the C-terminal linker region of Med8 [26], and the connection between the Med18/Med20 heterodimer and head domain appears to be lost in the *med8-K9* mutant (Figure S1B). In addition, Med31, a component of the middle domain, is located close to the head domain. Because these findings indicate that Mediator functions in pericentromeric heterochromatin via the head domain, Med18 and Med20 were selected for closer examination.

### Mediator localizes with RNAPII at the pericentromeric repeats

Both RNAi- and Rrp6-dependent heterochromatin formation, which occur in parallel at the pericentromere, appear to be coupled with the transcription of ncRNA at the pericentromeric repeats [10], [18]. We, hence, assume that Mediator contributed to pericentromeric heterochromatin formation directly through the transcription of ncRNA and/or processing of ncRNA. If this assumption was true, Mediator should localize to the transcribed region in heterochromatic repeats. To test this possibility, the localization of Med20-5Flag and RNAPII to the transcribed regions of *dh* repeats was examined by Chromatin immunoprecipitation (ChIP) assay. Since heterochromatic ncRNA is mainly transcribed during G1/S-phase [11], cell cycle was synchronized using the *cdc25* temperature-sensitive mutation. The results show that RNAPII accumulated during G1 to early S-phase, followed by the accumulation of transcripts (, C, D). Med20-5Flag showed a similar oscillating pattern, but the peak disappeared slightly earlier than the Pol2 peak (Figure S4B). This is consistent with the speculation that Mediator is involved in the heterochromatic ncRNA transcription.

### Loss of Med18 or Med20 causes defects in heterochromatin structure at the pericentromeres

To gain further insight into the roles of Mediator during heterochromatin organization, the occupancy of H3K9me2, Swi6 and RNAPII at the centromeric heterochromatin was assessed by ChIP assay. At the inserted marker gene (*otr1R::ade6^+^*), the levels of histone H3K9me and Swi6 were decreased and RNAPII occupancy was increased in the white epiclones of *med18Δ* and *med20Δ* (Figure 2A–C). This indicated that heterochromatin structure at the marker gene was disrupted in the white epiclones. By contrast, in the pink epiclones of *med18Δ* and *med20Δ*, the decrease in H3K9me/Swi6 and increase in RNAPII were less prominent than those in white epiclones. This reflected the difference in silencing defects in each epiclone (Figure 1D). At the heterochromatic repeats, *dh*, H3K9me/Swi6 and RNAPII were also decreased and increased in the Mediator mutants, respectively, but the differences between the white and pink epiclones were less prominent than at *otr1R::ade6^+^*. These results showed that the accumulation of transcripts from heterochromatic repeats and marker genes is, at least in part, due to an increase in transcription induced by the disruption of heterochromatin structure. These results also confirm that Mediator is required for heterochromatin formation at the pericentromere.

**Figure 2:**
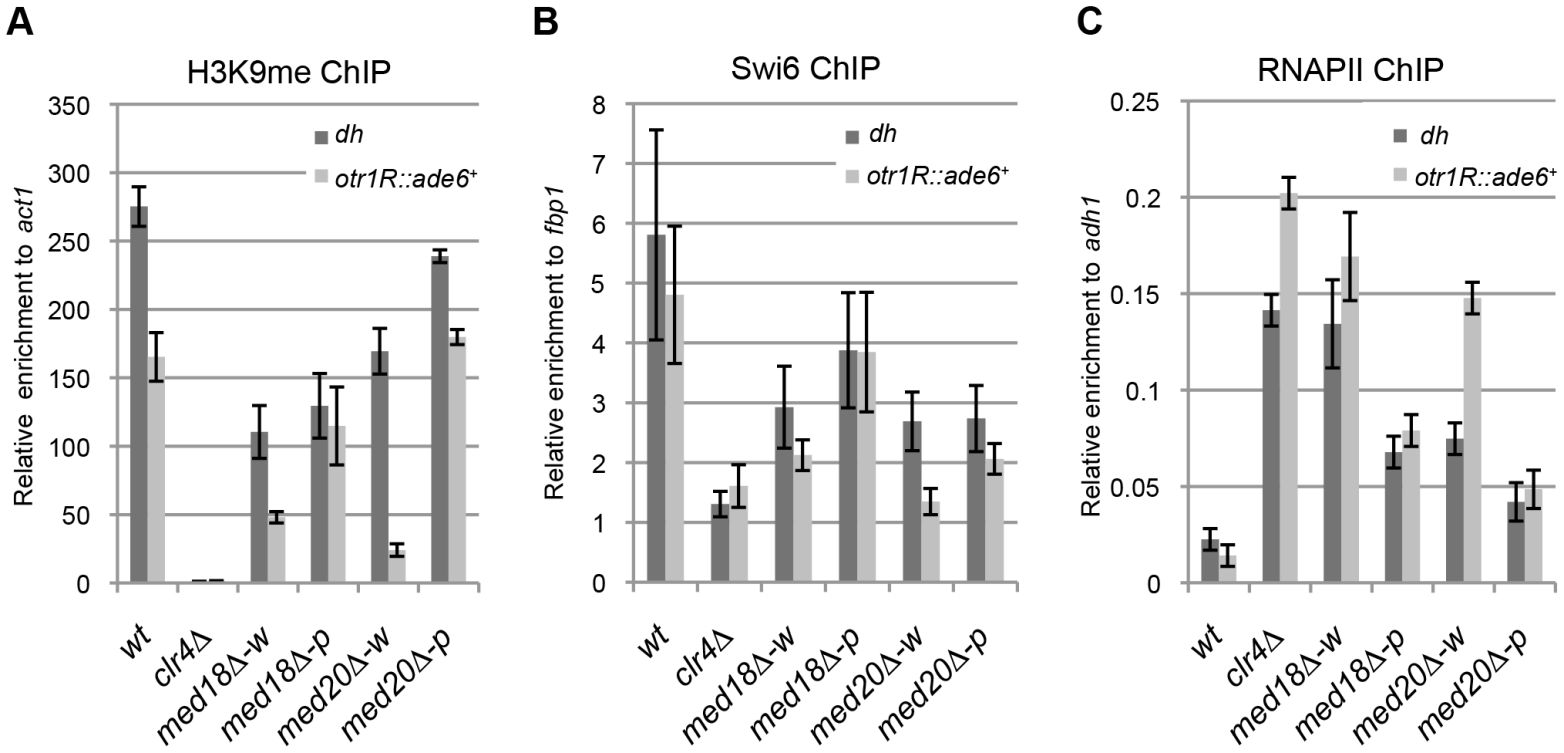
Loss of Med18/20 causes defects in heterochromatin structure at the pericentromere. ChIP analysis of H3K9me (A), Swi6 (B) and RNAPII (C) at *dh* repeats or *otr1R::ade6^+^* relative to *act1*, *fbp1* or *adh1*, respectively. Error bars show the standard error of the mean (n = 3).

### Med18 is required for Rrp6-dependent H3K9 methylation at the pericentromere

There are two distinct pathways for heterochromatin formation at the pericentromeric repeats: RNAi-dependent and Rrp6-dependent pathways. In RNAi mutants such as *dcr1Δ*, H3K9me is diminished at the inserted marker genes but substantially retained at the pericentromeric repeats, while disruption of *rrp6* did not affect H3K9 me at the marker genes [18]. The distribution of H3K9me in the white epiclones of the Mediator mutants resembled that observed in *dcr1Δ* cells; the level of H3K9me at the marker genes was lower than that at heterochromatic repeats. Thus, We speculated that Mediator is involved in the RNAi-dependent pathway. To confirm this, a *med18Δ dcr1Δ* double mutant was established and used to examine heterochromatin silencing and the amount of H3K9me and Swi6 at *dh* repeats and *imr1:: ura4^+^* (Figure 3A, B). Note that since *med18Δ Δdcr1Δ* cells did not exhibit the variegated phenotype observed in the *med18Δ* single mutant (Figure 3A), white and pink epiclones of *med18Δ* cells were not separated in the following experiments (Figure 1B, C and D). If Mediator functions in the RNAi-dependent pathway, the *med18Δ dcr1Δ* double mutants would retain H3K9me and Swi6 to the level similar to those in single mutant. However, in the double mutant, the retained H3K9me/Swi6 at the *dh* repeats was significantly decreased compared to each single mutant (Figure 3B), suggesting that, contrary to our speculation, Med18 functions in a pathway distinct from the RNAi-dependent pathway.

**Figure 3:**
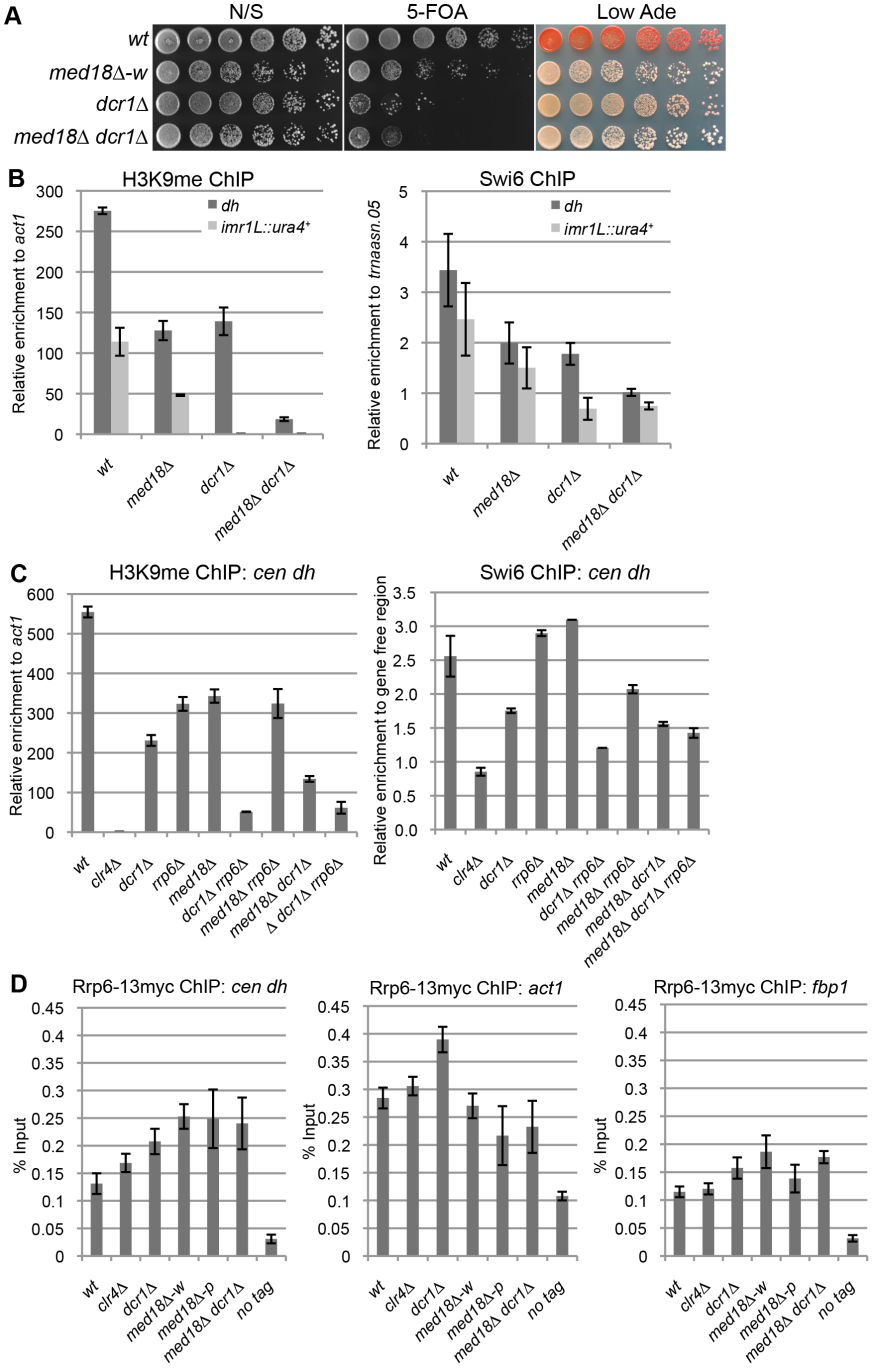
Med18/Mediator is required for Rrp6/Exosome-dependent H3K9 methylation at the pericentromere. (A) Silencing assay at the pericentromere. Shown are the results of serial dilutions of the indicated strains spotted onto N/S, 5-FOA and Low Ade media to assay *ura4^+^* and *ade6* expression. (B) ChIP analysis of H3K9me (left panel) and Swi6 (right panel) at *dh* repeats or *imr1L::ura4^+^* relative to *act1* or a tRNA genes (*trnaasn.05*), respectively. Error bars show the standard error of the mean (n = 3). (C) ChIP analysis of H3K9me (left panel) and Swi6 (right panel) at the *dh* repeats relative to *act1* or a gene-free region, respectively. Error bars show the standard error of the mean (n = 3). (D) ChIP analysis of Rrp6-13myc at *dh* repeats (left panel), *act1* (middle panel) and *fbp1* (right panel). Enrichment relative to the input whole cell extract (WCE) in the indicated strains are shown. Error bars represent the standard error of the mean (n = 3).

Because the results in Figure 3B were reminiscent of the results reported by Reyes-Trucu et al., in which the amount of H3K9me retained at the centromeric repeats in *ago1Δ* cells was significantly decreased by further disruption of *rrp6* [18], we speculated that Mediator functioned in an Rrp6-dependent heterochromatin formation pathway. To confirm this, single, double and triple mutant cells of *dcr1*, *med18* and *rrp6* were used to measure the amount of H3K9me at the *dh* repeats (Figure 3C, left panel). Each single mutant, as well as the *med18Δ rrp6Δ* double mutants, retained similar amounts of H3K9me. By contrast, combination of *dcr1Δ* with *rrp6Δ* caused a substantial decrease in H3K9me, which was consistent with the previous proposal that both RNAi- and Rrp6-dependent pathways contribute to heterochromatin formation at the pericentromeres [18]. Similarly, the combination of *dcr1Δ* with *med18Δ* also caused a significant decrease in H3K9me, while *med18Δ rrp6Δ* cells maintained a level of H3K9me comparable to each single disruptant. The H3K9me retained in *med18Δ rrp6Δ* cells was also decreased by the introduction of *dcr1Δ*. The amount of Swi6 in each mutant reflects the amount of H3K9me (Figure 3C, left panel). These results clearly indicate that Med18 functions in the same heterochromatin formation pathway as Rrp6 at the *dh* repeats. Therefore, H3K9me in *dcr1Δ* cells was retained by the Rrp6/Med18-dependent pathway, while H3K9me in each of the *med18Δ* and *rrp6Δ* cells was maintained by the RNAi-dependent pathway.

Details of the Rrp6-dependent pathway are not clear yet; even the localization of Rrp6 at heterochromatin has not been examined. We, thereby, analyzed the localization of Rrp6 tagged with myc epitope at heterochromatin (*dh*) as well as euchromatin (*act*1 and *fbp1*) (Figure. 3D). Compered with no-tag control, Rrp6-myc was enriched at both *dh* and euchromatic genes to the same extent. Depletion of *clr4* did not affect the localization of Rrp6-myc, while deletion of *dcr1* caused a slight increase at all loci. The enrichment of Rrp6 at *dh* increased in *med18Δ-w* and *med18Δ-p* epiclones, and also in the *med18Δ dcr1Δ* double mutant, while the enrichment at euchromatic genes was marginally affected in those mutant cells. This suggests that Mediator functions in a step after association of Rrp6 on chromatin for heterochromatin formation.

### Mediator is required for the generation of siRNA from pericentromeric ncRNA

Both *dcr1Δ* and *rrp6Δ* cells retained similar levels of H3K9me at centromeric repeats (Figure 3C). By contrast, deletion of *rrp6* does not affect H3K9me at the marker genes inserted in centromeric repeats [18], whereas deletion of *dcr1* caused the loss of H3K9me on the marker genes (Figure 3B), indicating that the spreading of H3K9me into the inserted marker genes occurs via an RNAi-dependent mechanism [14], [15]. While H3K9me at *otr1R::ade6^+^* was severely decreased in the white epiclones of *med18Δ* and *med20Δ*, it was substantially retained in the pink epiclones (Figure 2A), indicating that the spreading of H3K9me in the marker genes was variegated in the Mediator mutants. In addition, introduction of, *dcr1Δ* to *med18Δ* cells abolished a variegated phenotype (Figure 3A). These data confirm that the loss of Med18/Mediator results in the variegation of RNAi-dependent heterochromatin spreading. In other words, Med18/Mediator is also involved in the RNAi-dependent heterochromatin pathway.

To examine the involvement of Mediator in RNAi, siRNA derived from *dg* and *dh* repeats was analyzed in the Mediator mutants. siRNAs corresponding to the pericentromeric repeats were not detected in *dcr1Δ* cells (Figure 4A). In the white epiclones of the Mediator mutants, a marginal amount of siRNA from the *dg* and *dh* repeats was detected (Figure 4A and Figure S5A, B). The marginal amount of siRNA was diminished by introduction of *dcr1Δ* (Figure S5B), showing that the siRNA observed in *med18Δ* cells are produced through RNAi pathway. In the pink epiclones, reduced but significant amounts of siRNAs (approximately 10–50% of that of wild-type cells) were detectable. Note that the amount was varied because of the state of variegation. Since the structure of heterochromatin (H3K9me and Swi6) at the repeats was substantially maintained in both white epiclones (Figure 2A, B) and the maintenance was dependent upon RNAi-pathway as shown above (Figure 3C), the small amount of siRNA synthesized in the white epiclones appears to be sufficient to maintain heterochromatin structure at the repeats. A similar reduction of siRNA was observed in the white and pink epiclones of *med8-K9* cells and *med31-H1* cells (Figure S5). Note that when siRNA derived from *dg* and *dh* repeats was analyzed separately, each siRNA was found to be reduced in *med18Δ* cells (Figure S5). These data indicate that Mediator is required for siRNA generation at pericentromeric heterochromatin and the defect of the MHD causes variegation of the spreading of H3K9me into the marker genes.

**Figure 4:**
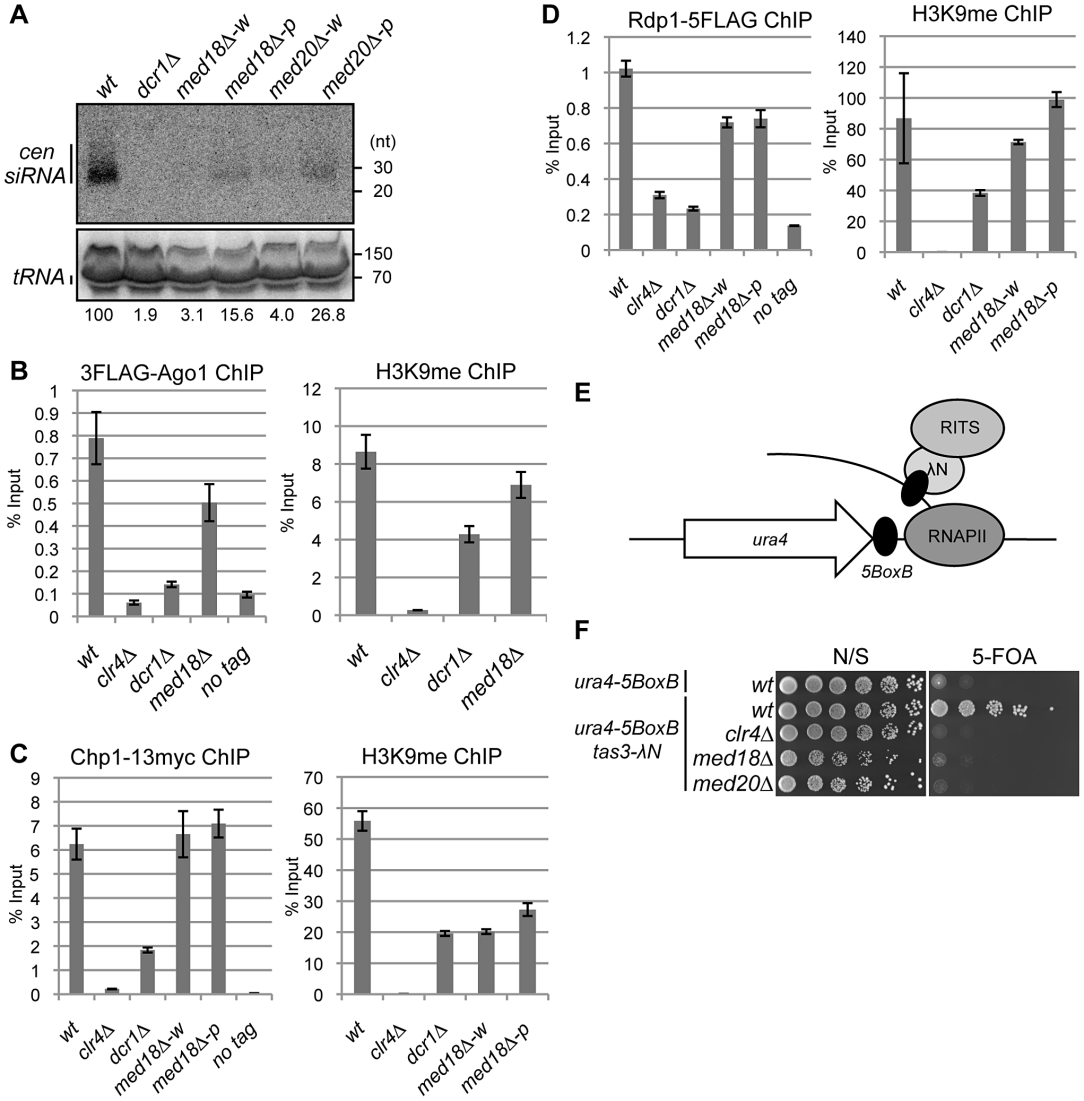
Mediator is required for siRNA formation at the pericentromeric repeats. (A) Northern analysis of siRNA isolated from the indicated strains using oligonucleotide probes specific for *dg* and *dh* centromeric repeats. tRNA was used as a loading control. (B) ChIP analysis of 3Flag-Ago1 and H3K9me at *dh* repeats relative to input WCE in the indicated strains. Error bars show the standard error of the mean (n = 3). (C) ChIP analysis of Chp1-13myc and H3K9me at *dh* repeats relative to input WCE in the indicated strains. Error bars show the standard error of the mean (n = 3). (D) ChIP analysis of Rdp1- 5Flag and H3K9me at *dh* repeats relative to input WCE in the indicated strains. Error bars show the standard error of the mean (n = 3). (E) Schematic representation of artificial heterochromatin formation by RNA-induced transcriptional silencing (RITS) tethering to the *ura4* mRNA. In this system, RITS was tethered artificially to *ura4* RNA via binding of the λN protein fused to Tas3 (a subunit of RITS) to its recognition sequence, BoxB, five copies of which are inserted into the 3′ UTR of the *ura4* mRNA. This induced siRNA generation and subsequent heterochromatin formation at the *ura4* locus in an RNAi-dependent manner. (F) Gene silencing of *ura4* via tethering of RITS. Serial dilution of strains harboring the RITS-tethering system (*ura4-5boxB*, *tas3λN*) or *ura4-5boxB* alone were spotted onto N/S and 5-FOA media for evaluating the silencing state of *ura4* gene. A strain harboring *clr4Δ* was also included as a control.

### Mediator promotes efficient siRNA production from RITS-bound ncRNA

Since RNAi machinery localizes on heterochromatin for processing of ncRNA into siRNA [3], [6], [12], [32], the requirement of Med18 for the recruitment of RNAi factors to heterochromatin was investigated. Binding of the components of the RITS complex (3Flag-Ago1 and Chp1-13myc) and of RDRC (Rdp1-5Flag) to pericentromeric repeats was examined by ChIP assay (Figure 4 B–D). As reported, 3Flag-Ago1 bound to *dh* repeats in a heterochromatin- and/or RNAi-dependent manner [3], [12], [32], as evidenced by the finding that the binding of Ago1 was reduced to a level comparable to that of the no-Flag-tag control in *clr4Δ* and *dcr1Δ* cells (Figure 4B left panel). By contrast, a substantial amount of 3Flag-Ago1 was retained in *med18Δ* cells that formed a mixture of pink and white epiclones (Figure 4B left panel). Binding of Chp1-13myc to *dh* repeats was abolished by deletion of *clr4*, while reduced but significant Chp1-13myc localization was observed at the *dh* repeats in *dcr1Δ* cells, representing the binding of the chromo-domain of Chp1 to H3K9me that was retained at the pericentromeric repeats in these cells (Figure 4C, right panel). By contrast, the binding of Chp1-13myc was not affected by the deletion of *med18*. Even in white epiclones, in which H3K9me is reduced to the same level as in *dcr1Δ* cells (Figure 4C, right panel), Chp1-13myc binds to *dh* repeats at the same level as in wild-type cells (Figure 4C, left panel). Association of Rdp1-5Flag in each mutant was similar to that of 3Flag-Ago1 in that it was almost abolished in *clr4Δ* and *dcr1Δ* cells, but significantly retained in both *med18Δ-w* and *med18Δ-p* cells (Figure 4D, left panel). All together, the RITS complex and RDRC associated with heterochromatin even in *med18Δ-w* cells, probably because the small amount of siRNA synthesized in *med18Δ* cells was sufficient for the association of RITS with heterochromatin. Together with the data on the accumulation of ncRNA and reduction of siRNA in Mediator mutants, these data indicate that Mediator is not required for the association of the RITS complex and RDRC to heterochromatin but is required for efficient siRNA production from the ncRNA by heterochromatin-bound RNAi machinery.

It has been previously reported that the tethering RITS to *ura4* RNA induces RNAi- and heterochromatin-dependent gene silencing of the *ura4* gene, indicating that binding of the RITS complex to ncRNA is a key step in the RNAi-directed formation of heterochromatin by inducing H3K9 methylation and conversion of ncRNA to siRNA [33]. Tethering of RITS is achieved by the fusion of Tas3, a subunit of the RITS complex, to the λN protein, which binds to the 5BoxB sequence inserted at the 3′ UTR region of *ura4* RNA (Figure 4E). To determine whether Med18 or Med20 is required for Tas3-λN-induced silencing of the *ura4-5boxB* gene, the effect of the deletion of these subunits on silencing induced by artificial tethering of the RITS complex was examined. Disruption of *med18* or *med20* resulted in the loss of *ura4-5BoxB* silencing (Figure 4F), similar to the effect of *clr4* disruption. This result showed that Med18 and Med20 are required for Tas3-λN-induced silencing of the *ura4-5BoxB* locus and that Mediator plays a role in the step following the binding of the RITS complex to target RNA.

### Mediator is required for efficient transcription in heterochromatin

Since Mediator regulates general transcription in euchromatin, it is possible that it also regulates the transcription of heterochromatic non-coding RNA. Indeed, recent reports suggest a negative role of MHD subunits (Med18 and Med20) in heterochromatic transcription, based on the observation of an increase in the transcription of pericentromeric ncRNA in Mediator mutants [34], [35]. However, it is difficult to state conclusively whether the observed increase is due to the direct effects of the absence of Mediator because it is also possible that the deletion of Mediator subunits causes disruption of the heterochromatin, which secondarily induces an increase in transcription. To avoid this dilemma, heterochromatin at the mating-type locus was selected for examination (Figure 5A) because the RNAi-dependent pathway is dispensable for the maintenance of heterochromatin here due to the existence of another pathway mediated by the DNA-binding proteins Atf1and Pcr1 [20]. Thus, mutation of Mediator would not be expected to affect the mating-type locus heterochromatin, making it possible to directly measure the effect of the mutation on transcription activity in heterochromatin.

**Figure 5:**
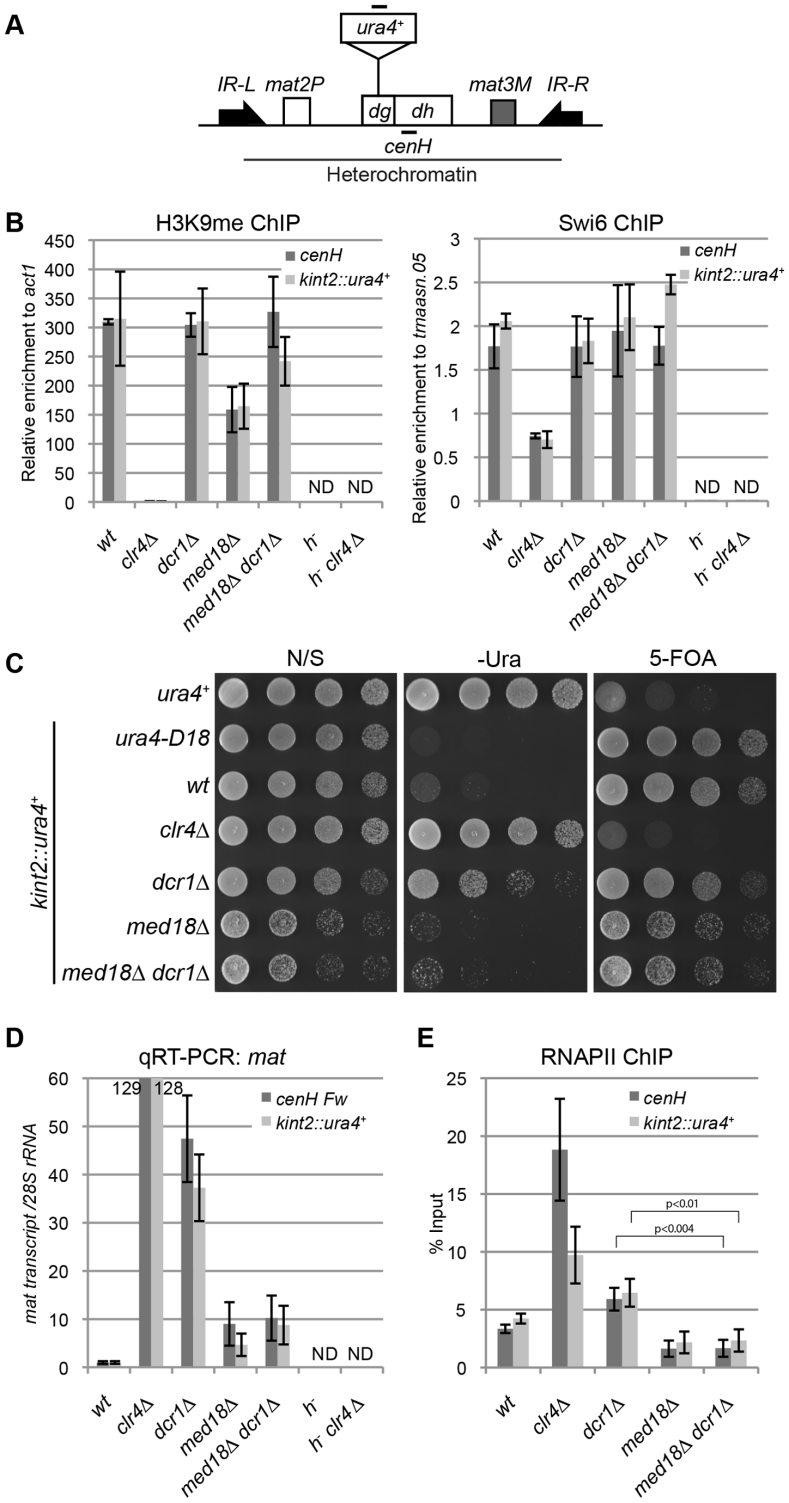
Mediator is required for transcriptional activation in heterochromatin. (A) Schematic of the fission yeast mating-type locus. Location of the *ura4* reporter inserted within the *cenH* is shown (*kint2::ura4^+^*). Black bars indicate the location of primers or probes used for ChIP, RT-PCR and northern analysis. (B) ChIP analysis of H3K9me and Swi6 at *cenH dh* repeats or *kint2::ura4^+^*, each relative to *act1* or *trnaasn.05*. Error bars show the standard error of the mean (n = 3). (C) Silencing assay at the mating-type locus. The results of serial dilutions of the indicated strains spotted onto N/S, 5-FOA media and medium without uracil (-URA) for the silencing of *ura4* are shown. Note that PMGS (PM medium containing L-glutamic acid as a nitrogen source instead of ammonium chloride) plates were used as N/S plates. (D) Quantitative RT-PCR analysis of *cenH dh* repeats or *kint2::ura4^+^* forward transcript levels relative to a control *SPRRNA.48*, whose levels were normalized to that of the wild-type in the indicated strains. Error bars show the standard error of the mean (n = 3). (E) ChIP analysis of RNAPII at *cenH dh* repeats or *kint2::ura4^+^* relative to *SPRRNA.48*. Error bars show the standard error of the mean (n = 3). P values were determined using a two-sided Student's t-test. Note that in Figures B, D and E, *h^−^* strains (*h^−^, h^−^clr4Δ*), which do not have *cenH* sequence, were included to show the primers used in the experiments only detect *cenH* and do not detect the pericentromeric repeats.

First, a ChIP assay was performed for H3K9me and Swi6 to examine heterochromatin structure at the mating-type locus in various mutants using specific primers for the *cenH* sequence (Figure 5B). As expected, high levels of H3K9me2 and Swi6 were maintained at the *cenH* sequence at the mating-type locus and the inserted *ura4^+^* gene (*kint2::ura4^+^*) in *dcr1Δ* and *dcr1Δ med18Δ* mutants. In *med18Δ* cells, the level of H3K9me was decreased to half of that of wild-type cells for an unknown reason, but the level of Swi6, which is essential for transcriptional gene silencing in heterochromatin, was maintained, consistent with the observation that silencing at this locus was not affected by *med18Δ* (Figure 5B). Hence, the Atf1/Pcr1-dependent pathway probably retains heterochromatin structure and silencing without Med18 function.

Next, the effect of deletion of *dcr1* and *med18* on the silencing of *kint2::ura4^+^* was examined (Figure 5C). While the wild-type strain was able to grow on a 5-FOA-containing plate but not on a uracil-lacking (-Ura) plate, the *clr4Δ* strain was hypersensitive to 5-FOA but grew well on an –Ura plate (Figure 5C), showing that *kint2::ura4^+^* was silenced and expressed, respectively, in each strain. By contrast, *dcr1Δ* cells, like the wild-type cells, hardly grew on 5-FOA containing media, while some cells were able to grow on an –Ura plate, suggesting that silencing is only weakly compromised in *dcr1Δ* cells. However, *med18Δ* cells showed a phenotype similar to that of wild-type cells, showing no silencing defect at the mating-type locus. Introduction of *med18Δ* to *dcr1Δ* cells suppressed the silencing defect detected on the –Ura plate. RT-PCR analysis of transcripts from *cenH* and *kint2::ura4^+^* was consistent with the silencing assay; more than 100-fold, approximately 40-fold, and approximately 10-fold accumulation of transcripts from *cenH* and *kint2::ura4* were observed in *clr4Δ*, *dcr1Δ* and *med18Δ* cells, respectively (Figure 5D). In addition, introduction of *med18Δ* into *dcr1Δ* cells caused a decrease in transcripts to a level similar to that of *med18Δ* cells.

The accumulation of RNA in *dcr1Δ* cells and *med18Δ* cells could be explained by defects in RNA degradation by RNAi and/or the exosome (Noma et al., 2004, Buhler et al., 2007), or by an increase in heterochromatic transcription. To examine the latter possibility, localization of RNAPII at *cenH* and *kint2::ura4^+^* was examined by ChIP assay (Figure 5E). Unexpectedly, RNAPII was significantly increased in *dcr1Δ* cells at both loci in spite of the maintenance of heterochromatin in this strain, suggesting that Dcr1 negatively regulates heterochromatin transcription. Note that RNAi machinery has been shown to interact with RNAPII and modulate transcription in other organisms [36], [37]. Thus, an increase in transcription and prevention of processing of RNA into siRNA could cause the observed accumulation of transcripts in *dcr1Δ* cells (Figure 5D). By contrast, the level of RNAPII in *med18Δ* cells was comparable to that of wild-type cells (Figure 5E). Similar results of RNAPII localization were obtained with ChIP assay using the antibody against RNAPII-C-terminal repeats phosphorylated at the second serine, which represents elongating RNAPII (Figure S6). These indicated that Med18 does not repress transcription in heterochromatin. The approximately 10-fold accumulation of *cenH* and *kint2::ura4^+^* RNA observed in *med18Δ* cells might be due to a defect in exosome-dependent degradation of RNA [16], which would indicate that significant transcription took place in the absence of Med18. Importantly, introduction of *med18Δ* into *dcr1Δ* cells caused a decrease in RNAPII to the level of wild-type cells, suggesting that Mediator is required for efficient transcription in heterochromatin in *dcr1Δ* cells.

To analyze the role of Med18 on the transcription in the absence of heterochromatin, we compared RNAPII occupancy at centromeric repeats of *dcr1Δ rrp6Δ* cells with those of *dcr1Δ rrp6Δ med18Δ*cells (Figure S7). Note that both strains showed similarly low levels of H3K9me at *dh* repeats (Figure 3C). Introduction of *med18Δ* caused the moderate increase of RNAPII. This suggested that Med18 negatively regulates transcription in the compromised heterochromatin.

From these data, we suggest that in the fully assembled heterochromatin, Med18/Mediator does not negatively regulate pericentromeric transcription; rather, it might be required for efficient transcription in heterochromatin.

### Effect of Mediator disruption on euchromatic genes

The effect of *med18Δ* and *med20Δ* on euchromatic gene expression was further examined using microarray. 

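Total RNA of 14 cultures was labelled with Cy3 and hybridised to custom Agilent expression arrays, 1 culture per array, in 7 groups of 2 arrays. A Mediator set of 10 arrays held wild-type cells and the white and pink epiclones of *med18Δ* and *med20Δ*, and a separate set of 4 arrays held *dcr1Δ* cells and wild-type cells of their own. The parental strain, FY2002, carries *ade6+* and *ura4+* reporters inside the pericentromeric repeats, so that a white colony has lost silencing of *ade6+* and a pink colony has kept part of it. Each culture was started from a single colony and grown in rich medium (YES) at 30°C to 5000000 cells per ml, and 200 ng of total RNA went into each labelling. The authors deposited the scanner output of each array, in which Agilent's Feature Extraction software had already subtracted a fitted background surface from each spot's brightness. The arrays held 5529 transcripts, each measured by exactly 1 probe of 60 bases that was printed on 2, 3 or 10 spots. The spots flagged as outliers numbered between 212 and 295 per array, with a median of 244.5, and were left out. No spot was saturated. Between 86.5% and 90.7% of the transcripts were well above background on an array, with a median of 89.5%. The signal at the 75th percentile lay between 344 and 647 and was used to bring the arrays to 1 scale. Levels are given as the log2 of the processed signal minus the log2 of that percentile, so that a level of 0 stands at the 75th percentile of its array. The correlation of the 2 arrays of a group, taken across transcripts, which are not independent replicates, ran from 0.990 in *med18Δ-w* to 0.998 in the wild type of the *dcr1Δ* set. In *med18Δ-w* 9 transcripts differed at least 8-fold between the 2 arrays and in *dcr1Δ* 4 did, against 0 in each of the other 5 groups. A transcript was counted as up or down when the means of the 2 log2 levels differed at least 1.5-fold from the wild type of the same set, provided that it was well above background on both arrays of at least 1 of the groups compared. A probe that was not well above background on either array of a group gives only a bound there, and the fold is then written as at least the ratio to the lowest signal among probes well above background on each array, or to the dim probe's own signal where that was higher. Transcripts were also tested with limma in a single model of the 14 arrays. Replicate 1 and replicate 2 of the Mediator set were hybridised on separate slides, and each group had an array on both. Pairs of arrays limit the precision of every value, and a group mean can rest on 1 deviating culture.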

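The deleted genes gave a check of the labels. The *med20* probe was not well above background on any of the 4 *med20Δ* arrays, so that its level was at least 10.4-fold lower in *med20Δ-w* than in the wild type (adjusted p = 1.24e-07, limma with Benjamini-Hochberg adjustment) and at least 14.9-fold lower in *med20Δ-p* (adjusted p = 2.59e-08 by limma with Benjamini-Hochberg adjustment). The *med18* probe fell by 1.17 on the log2 scale in *med18Δ-w* (standard error 0.109, limma with Benjamini-Hochberg adjusted p = 3.04e-05) and by 0.98 in *med18Δ-p* (limma with Benjamini-Hochberg adjusted p = 7.58e-05). It stayed well above background on the 4 *med18Δ* arrays, at 44.6% and 50.8% of the wild-type signal. The *dcr1* probe was not well above background on any of the 14 arrays, the wild-type arrays included, and so it gave no check of the *dcr1Δ* labels. The probes of the reporter genes *ade6* (chromosome 3, 1316337 to 1317995 in the array's annotation) and *ura4* (chromosome 3, 115781 to 116575) are annotated to the genes' own loci and do not separate those loci from the pericentromeric copies. The *ura4* level was 0.66 higher than in the wild type on the log2 scale in *med20Δ-w* (limma with Benjamini-Hochberg adjusted p = 0.00314) and 0.69 higher in *dcr1Δ* (limma with Benjamini-Hochberg adjusted p = 0.00558). In the other Mediator mutants the *ura4* difference was 0.23 in *med18Δ-w*, -0.18 in *med18Δ-p* and -0.04 in *med20Δ-p*, none of them past limma's test after Benjamini-Hochberg adjustment (the smallest adjusted p was 0.161). White minus pink, *ura4* differed by 0.41 in *med18Δ* and by 0.70 in *med20Δ* (limma with Benjamini-Hochberg adjusted p = 0.999 and 0.190). For *ade6* no mutant passed the same test, with log2 differences from the wild type between -0.37 in *med18Δ-p* and 0.32 in *dcr1Δ*. None of these reaches 1.5-fold. With the replicate number as a block the same differences of *ade6* had an adjusted p under 0.05 in *med18Δ-p*, *med20Δ-w* and *dcr1Δ* (limma with Benjamini-Hochberg adjusted p = 0.00538, 0.0306 and 0.0229). The adjusted p was also under 0.05 in *med18Δ-p* without replicate 1 of the wild type, where the difference was -0.54, and without either *med20Δ-p* array, and in *dcr1Δ* with separate models for the 2 sets and with array weights (limma with Benjamini-Hochberg adjustment).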

Pink and white epiclones of *med18Δ* and *med20Δ* cells were separated and the expression pattern of each epiclone was compared. 

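At least 1.5-fold above the wild type were 421 of the 4951 transcripts that could be called in *med18Δ-w*, 493 of 4968 in *med18Δ-p*, 335 of 4912 in *med20Δ-w* and 384 of 4975 in *med20Δ-p*. Below it by as much were 510, 549, 259 and 277 transcripts. A threshold of 2-fold moved the down counts and those up in *med18Δ* most, to only 56 down in *med20Δ-p*. The count up in *med20Δ-p* moved most with normexp background correction, to 128, and that up in *med20Δ-w* was 149 with normexp and 572 without the filter on dim probes. The white and pink epiclones of *med18Δ* shared 375 transcripts that were up, where 39.6 would be shared by chance, and 455 that were down, where 56.7 would be (Fisher's exact test, two-sided, odds ratio 436 and 379 over 4939 transcripts). Among these 4939 transcripts, which could be called in both comparisons, 414 were up in *med18Δ-w* and 473 in *med18Δ-p*, and the shared ones made up 90.6% and 79.3% of them. The epiclones of *med20Δ* shared 289 up, against 22.5 by chance, and 206 down, against 14.6 (Fisher's exact test, two-sided, odds ratio 697 and 248 over 4905 transcripts). The p-value was 1.05e-247 for the down transcripts of *med20Δ* and too small for the software to tell from 0 for the other comparisons. Part of any such overlap comes from the wild-type arrays, which both comparisons use. In 100 simulations of unchanged groups that share a wild type, all drawn at random with the spread of limma's model, at most 11 transcripts were shared. The measured wild-type values did not enter, so that a deviation of those cultures beyond this spread is not covered. No transcript was called up in 1 epiclone of *med18Δ* and down in the other, and in *med20Δ* 1 transcript was.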

Analysis of the genes that showed ≥1.5-fold increase (Up) or decrease (Down) in expression between the epiclones revealed that a common set of genes were affected in both *med18Δ* cells and *med20Δ* cells, irrespective of the state of heterochromatic silencing (Figure 6A). Therefore, a clear difference between the white and pink epiclones was observed at pericentromeric ncRNA expression. Indeed, in the white epiclones, no euchromatic genes showed stronger induction than centromeric ncRNA; the most strongly increased euchromatic gene showed an approximately 14-fold and 26-fold increase in *med18Δ-w* and *med20Δ-w* cells, respectively, which is much weaker than the increase in centromeric ncRNA (which increased by more than 100-fold). 

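The arrays carry 23 transcripts annotated as pericentromeric noncoding RNA. Well above background were 2 or 3 of them on each wild-type array and 14 and 12 on the *dcr1Δ* arrays. Between those ends lay *med20Δ-w* with 10 and 12, *med20Δ-p* with 9 and 11, *med18Δ-p* with 8 on both arrays, and *med18Δ-w* with 13 on its first array and 7 on its second. For the 11 transcripts that were well above background on both *dcr1Δ* arrays, the median log2 level was -6.64 and -6.28 on the wild-type arrays of the Mediator set, which is at background, and -0.89 and -1.11 in *dcr1Δ*. It was -1.57 and -1.46 in *med20Δ-w* and -4.27 and -3.93 in *med20Δ-p*, a gap many times the difference between the arrays of either group. In *med18Δ-w* it was -1.24 on the first array and -4.84 on the second, and in *med18Δ-p* it was -4.53 and -4.74. The median of the second *med18Δ-w* array thus lay below those of both pink arrays, and on each of these arrays it is the level of SPNCRNA.360. Single transcripts went both ways. On the second *med18Δ-w* array SPNCRNA.373 was at -3.56 against -4.26 and -4.49 in pink, and SPNCRNA.234 at -3.18 against -2.58 and -3.00. Of the 23 transcripts 12 were bright enough in some group to be tested against the wild type with limma. Past the test (Benjamini-Hochberg adjustment over all transcripts, at least 1.5-fold in the fitted values) were 9 of the 12 in *med18Δ-w*, 3 in *med18Δ-p*, 11 in *med20Δ-w*, 5 in *med20Δ-p* and 9 in *dcr1Δ*, all of them higher than in the wild type. The 9 include SPNCRNA.484, whose bound in *dcr1Δ* is only at least 1.29-fold. Adjusted over the list alone the counts were 9, 3, 12, 5 and 11. The count for *med18Δ-w* fell to 4 without replicate 1 of the wild type and rose to 12 without *med18Δ-w* replicate 2, and that for *med20Δ-p* lay between 3 and 11 with each array left out in turn. SPNCRNA.230 and SPNCRNA.361 were not well above background on either pink array of either deletion, nor were SPNCRNA.231 and SPNCRNA.372 in *med18Δ*. White was higher than pink in 12 of 12 transcripts in *med20Δ*, with a median log2 difference of 2.23, and in 11 of 12 in *med18Δ*, with a median of 1.88. Both medians include such differences against background and are not exact. With all 14 arrays in limma's model, 0 of these transcripts passed the direct test of white against pink after adjustment over all transcripts, and adjusted over the list alone 5 did in *med20Δ* and 0 in *med18Δ*. Without *med18Δ-w* replicate 2, which leaves 1 array in that group, the log2 difference in *med18Δ* was 2.14 for SPNCRNA.232 and 5.42 for SPNCRNA.371. SPNCRNA.234, SPNCRNA.359, SPNCRNA.360 and SPNCRNA.373 lay between them, and each of these was well above background on both pink arrays. The differences of SPNCRNA.230, SPNCRNA.231 and SPNCRNA.372, 3.66, 5.52 and 5.28, are taken against pink levels at background and are not exact. In *med20Δ* the differences of these 9 transcripts ran from 1.95 for SPNCRNA.232 to 3.94 for SPNCRNA.360. Without *med18Δ-w* replicate 1, 0 passed in *med18Δ* and 9 in *med20Δ*. The paper reasons that the changes outside the pericentromere were common to both epiclones (Figure 6A), and from this it concludes that the epiclones differed clearly at the pericentromeric ncRNA. It also has direct evidence from northern blots (Figure 1E, Figure S3). There pericentromeric transcripts rose strongly in the white epiclones of both deletions and accumulated only marginally in the pink ones.

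**Figure D1:**
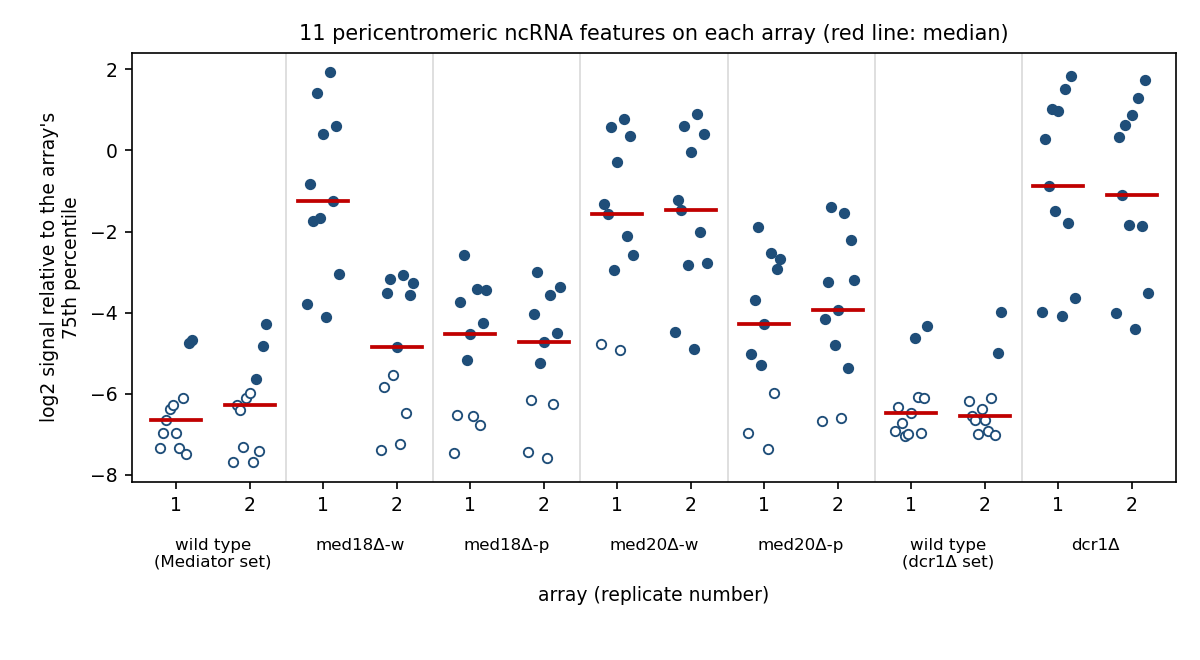
Levels of 11 pericentromeric noncoding RNAs on each of the 14 arrays, as log2 of the processed signal minus the array's 75th percentile. Each column is an array, filled points are transcripts well above background, open points are not, and the red line is the median, which is -1.24 on the first *med18Δ-w* array and -4.84 on the second.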

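Euchromatic here means every transcript outside the pericentromeric list other than *ade6* and *ura4*, so that subtelomeric genes are included. The euchromatic transcript with the largest measured increase in both white epiclones was SPBC23G7.10c (chromosome 2, 2118267 to 2119454). The array's annotation places it beside the mating-type locus *mat1*, where other transcripts were higher as well. It rose 21.7-fold in *med18Δ-w* (log2 4.44, standard error 0.763, limma with Benjamini-Hochberg adjusted p = 0.00107) and 26.0-fold in *med20Δ-w* (log2 4.70, limma with Benjamini-Hochberg adjusted p = 0.00128). The paper's values for the most strongly increased euchromatic gene are 14-fold and 26-fold. On the wild-type arrays of the *dcr1Δ* set the level of SPBC23G7.10c was -3.57 and -3.69, well above background on both. In the wild type of the Mediator set it was lower, -7.00 on the first array, not well above background, and -4.38 on the second. Its fold therefore rests on how the wild type is taken. Without replicate 1 of the wild type the largest increases were 15.7-fold for *eno102* in *med18Δ-w* and 15.8-fold for SPBPB2B2.06c in *med20Δ-w*. Without replicate 2 they were 3.67 for *zym1* and 3.42 for SPBPB2B2.06c on the log2 scale. There SPBC23G7.10c was left out of the ranking, because it was not well above background on the remaining wild-type array. That setting therefore does not show a smaller increase of SPBC23G7.10c. After normexp background correction SPBC23G7.10c rose by only 1.76 and 1.93 on the log2 scale, and *hsp16* had the largest increases, 9.84-fold in *med18Δ-w* and 7.03-fold in *med20Δ-w*. Without *med18Δ-w* replicate 1 the increase of SPBC23G7.10c in *med18Δ-w* was 24.9-fold. The largest euchromatic increase in *med18Δ-w* that was well above background on every array compared was that of the metallothionein gene *zym1* (chromosome 1, 2381730 to 2381882), 13.8-fold (log2 3.78, standard error 0.166, limma with Benjamini-Hochberg adjusted p = 1.61e-06). Among euchromatic transcripts that were not well above background in the wild type, the largest bounds were at least 12.4-fold for *shu1* in *med18Δ-w* and at least 8.94-fold for SPNCRNA.139 in *med20Δ-w*. Of the genes named here, *shu1*, *eno102* and SPBPB2B2.06c lie within 100 kb of a chromosome end, where genes are silenced by heterochromatin. The pericentromeric SPNCRNA.234 (chromosome 1, 3786105 to 3787136) was not well above background in the wild type and rose at least 45.1-fold in *med18Δ-w* (limma with Benjamini-Hochberg adjusted p = 0.00147) and at least 126-fold in *med20Δ-w* (limma with Benjamini-Hochberg adjusted p = 0.000702). Its level was 1.41 and -3.18 on the *med18Δ-w* arrays and 0.58 and 0.61 on the *med20Δ-w* arrays. SPNCRNA.371 (chromosome 2, 1636393 to 1636776), well above background on 1 of the 2 wild-type arrays, rose 39.8-fold in *med18Δ-w* (limma with Benjamini-Hochberg adjusted p = 0.00427) and 106-fold in *med20Δ-w* (limma with Benjamini-Hochberg adjusted p = 0.00181), with levels of 1.93 and -3.06 on the *med18Δ-w* arrays. The largest increase of a pericentromeric ncRNA in *med18Δ-w* was 225-fold without *med18Δ-w* replicate 2 and at least 9.18-fold without replicate 1. After normexp correction the largest were 6.67-fold and 13.4-fold in the white epiclones of *med18Δ* and *med20Δ*.

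**Figure D2:**
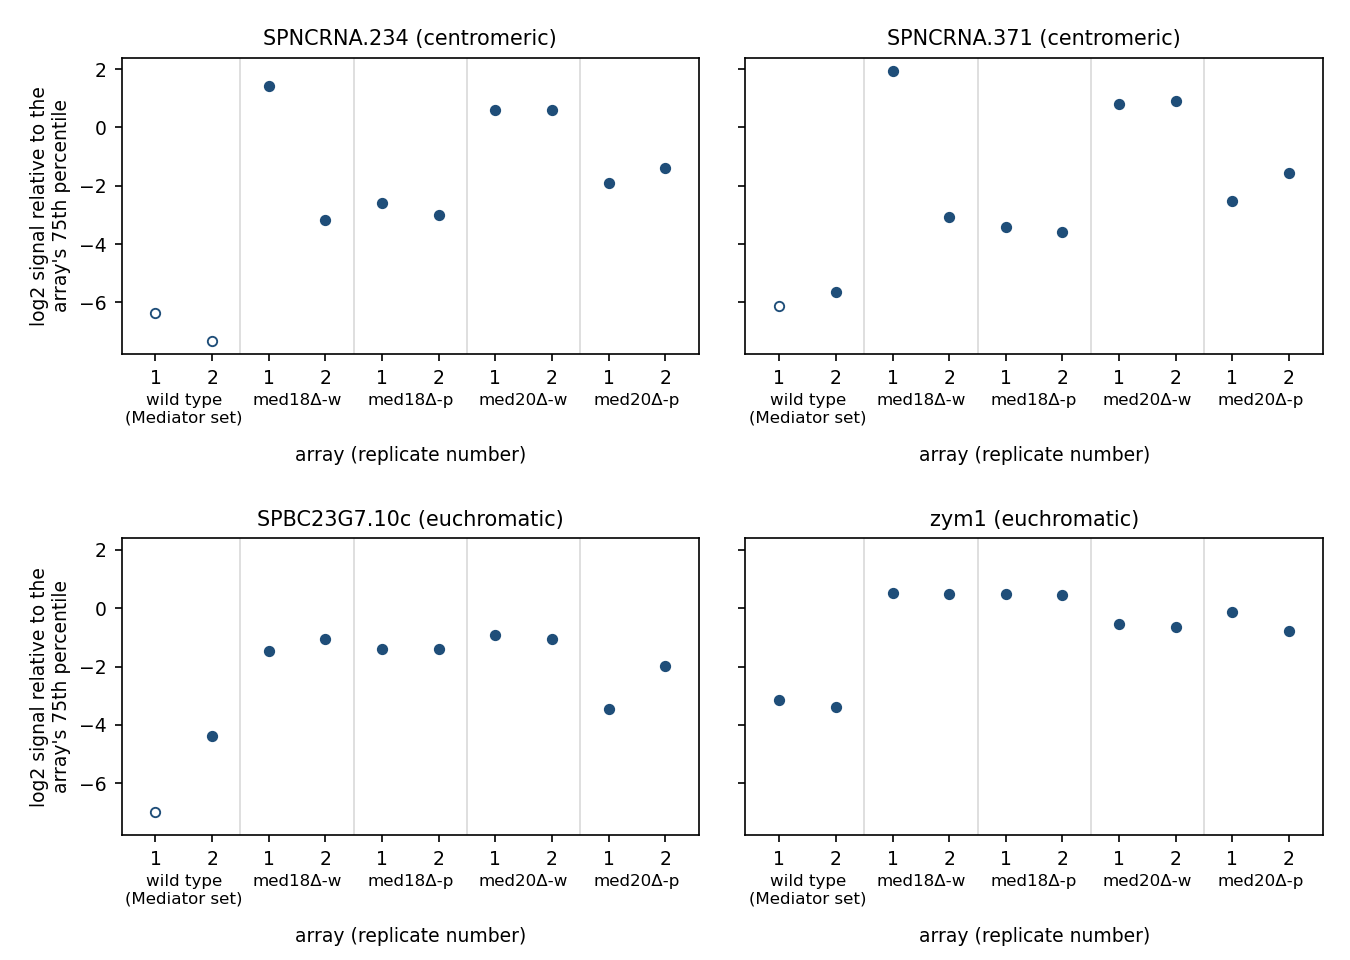
Levels of SPNCRNA.234, SPNCRNA.371, SPBC23G7.10c and *zym1* on the 10 arrays of the Mediator set, as log2 of the processed signal minus the array's 75th percentile. Each point is an array, filled where the transcript is well above background and open where it is not, and the levels of SPNCRNA.234 in *med18Δ-w* are 1.41 and -3.18.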

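Between the white epiclones of *med18Δ* and *med20Δ*, 217 transcripts were up in both, where 25.1 would be by chance, and 181 were down in both, where 27.0 would be (Fisher's exact test, two-sided, over 4898 transcripts, odds ratio 55.3, p = 9.60e-188, and odds ratio 30.3, p = 7.21e-128). Between the pink epiclones 255 were up in both, against 34.0 by chance, and 198 were down in both, against 30.8 (Fisher's exact test, two-sided, over 4940 transcripts, odds ratio 50.3, p = 2.27e-206, and odds ratio 30.7, p = 1.26e-137). Unchanged groups simulated in the same way with a shared wild type had at most 10 transcripts in common. The log2 changes in *med18Δ-w* and *med20Δ-w* correlated with r = 0.809 across transcripts, and those in *med18Δ-p* and *med20Δ-p* with r = 0.827. Simulated groups without any change gave 0.497 and 0.493, a value that a shared wild type fixes in pure noise by construction. It does not measure how much of the observed correlation comes from the shared wild type. Up in all 4 Mediator mutants were 199 transcripts, and down in all 4 were 156. Among transcripts well above background on every array, the largest decrease in the Mediator mutants was in SPBPB7E8.01 (chromosome 2, 3494517 to 3496226), which fell by 3.34 on the log2 scale in *med20Δ-w*. *eng1* (chromosome 1, 998953 to 1002003), which encodes an endo-1,3-beta-glucanase, changed by -3.14 in *med18Δ-p*, -2.45 in *med20Δ-w*, -2.30 in *med20Δ-p* and -0.19 in *dcr1Δ*.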

Comparison of *med18Δ-w* and *med20Δ-w*, or *med18Δ-p* and *med20Δ-p*, showed that both subunits shared a common set of targets (Figure S8). This is consistent with the fact that both Med18 and Med20 formes heterodimers submodule in the MHD.

**Figure 6:**
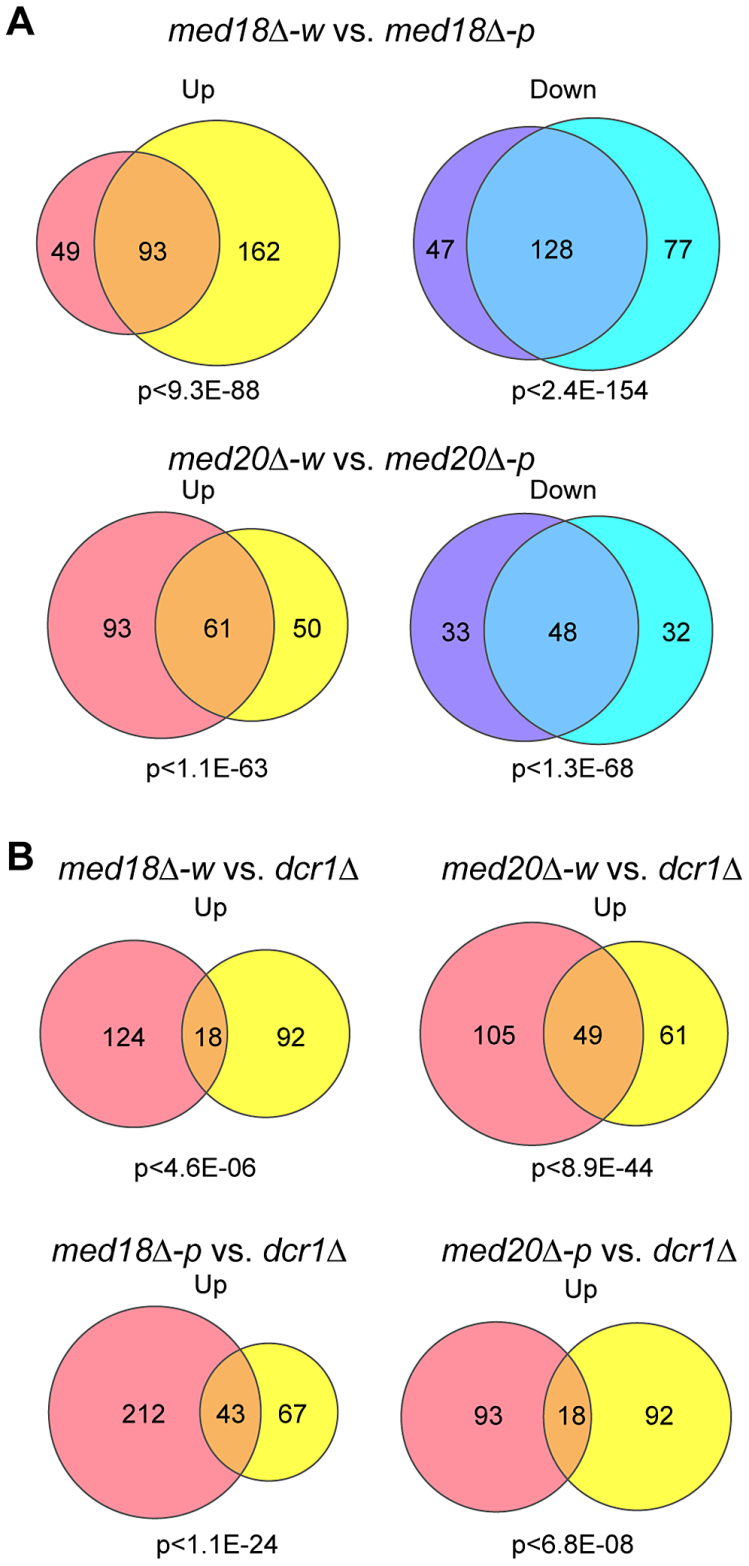
Effect of Mediator disruption on euchromatic genes. Venn diagram showing the number of transcripts whose expression levels are increased (up) or decreased (down) >1.5-fold in mutants compared to the wild-type. P-values were calculated using Fisher's exact test. (A) Transcripts of *med18Δ-w* (left circles) vs. *med18Δ-p* (right circles) mutants (top) and *med20Δ-w* (left circles) vs. *med20Δ-p* (right circles) mutants (bottom). (B) Transcripts of *med18Δ-w* (left circles) vs. *dcr1Δ* (right circles) mutants (upper left), *med20Δ-w* (left circles) vs. *dcr1Δ* (right circles) mutants (upper right), *med18Δ-p* (left circles) vs. *dcr1Δ* (right circles) mutants (lower left), and *med20Δ-p* (left circles) vs. *dcr1Δ* (right circles) mutants (lower right).

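By limma's test, which takes the spread from all 7 groups, 435 of 5036 transcripts were up and 497 were down in *med18Δ-w* (adjusted p under 0.05 after Benjamini-Hochberg adjustment, and at least 1.5-fold). The counts up and down were 489 and 540 in *med18Δ-p*, 378 and 238 in *med20Δ-w*, 382 and 259 in *med20Δ-p*, and 210 and 75 in *dcr1Δ*. Without replicate 1 of *dcr1Δ* the last count fell to 40. Of the transcripts counted up by fold alone, 409, 479, 324, 363 and 198 also passed limma's test in *med18Δ-w*, *med18Δ-p*, *med20Δ-w*, *med20Δ-p* and *dcr1Δ*. In the direct test of the white against the pink epiclones, 0 transcripts passed in *med18Δ* and 0 in *med20Δ* (limma with Benjamini-Hochberg adjustment), while 138 and 229 had an unadjusted p under 0.05. The smallest adjusted p was 0.999 in *med18Δ* and 0.0994, for *ecl1*, in *med20Δ* (limma with Benjamini-Hochberg adjustment). Without *med18Δ-w* replicate 2, 9 transcripts were higher in white than in pink *med18Δ* and 15 in *med20Δ*, and without *med18Δ-w* replicate 1 these counts were 10 and 15. In the last setting 34 transcripts were lower in white than in pink *med18Δ*. For the test of whether the white-pink difference itself differed between *med18Δ* and *med20Δ*, limma with Benjamini-Hochberg adjustment called 0 transcripts, 177 had an unadjusted p under 0.05, and 37 were called without *med18Δ-w* replicate 1.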

When the expression pattern in the white epiclones of the Mediator mutants (*med18Δ-w* and *med20Δ-w*) was compared with that in *dcr1Δ* cells, it was evident that the expression of a common set of genes was upregulated (Figure 6B, upper panels). 

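At least 1.5-fold up in *dcr1Δ* against its own wild type were 234 of 4930 transcripts, and 92 were down. Of the transcripts up in *med18Δ-w*, 130 were also up in *dcr1Δ*, where 16.2 would be by chance (Fisher's exact test, two-sided, over 4891 transcripts, odds ratio 29.0, p = 5.37e-98). In *med20Δ-w* the number was 134, against 13.6 by chance (Fisher's exact test, two-sided, over 4878 transcripts, odds ratio 43.3, p = 1.52e-116). The *dcr1Δ* arrays and the Mediator arrays have separate wild-type arrays, so that these overlaps do not come from a shared control. The transcripts down in both numbered 54 in *med18Δ-w*, against 9.29 by chance, and 34 in *med20Δ-w*, against 4.70. In the opposite direction, 14 transcripts were down in *med18Δ-w* and up in *dcr1Δ* and 3 were up in *med18Δ-w* and down in *dcr1Δ*.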

Similar sharing of target genes was observed between the pink epiclones of the Mediator mutants (*med18Δ-p* and *med20Δ-p*) and *dcr1Δ* cells (Figure 6B, lower panel). 

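In *med18Δ-p* 128 transcripts were up together with *dcr1Δ*, against 18.8 by chance (Fisher's exact test, two-sided, over 4889 transcripts, odds ratio 22.0, p = 7.20e-86). In *med20Δ-p* 136 were, against 14.5 by chance (Fisher's exact test, two-sided, over 4900 transcripts, odds ratio 39.8, p = 1.08e-114). The transcripts down in both numbered 49 in *med18Δ-p*, against 10.0 by chance, and 37 in *med20Δ-p*, against 5.05. With a 2-fold threshold the pink epiclones of *med18Δ* and *med20Δ* shared 59 and 61 up transcripts with *dcr1Δ*.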

Interestingly, gene ontology analysis showed significant enrichment of terms pertaining to stress responses in the shared target genes. For example, the top GO terms included “cellular response to stimulus” (GO: 0033554, *med18Δ-w* vs. *dcr1Δ P* = 5.35×10^−3^, *med18Δ-p* vs. *dcr1Δ P* = 2.2×10^−6^, *med20Δ-w* vs. *dcr1Δ P* = 2.19×10^−6^, *med20Δ-p* vs. *dcr1Δ P* = 1.27×10^−4^). These results suggest that some euchromatic genes, including stress response genes, are repressed by the RNAi/Mediator system, which may function via a mechanism partly similar to that of RNAi-mediated heterochromatin.

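The array's own annotation was searched for stress response genes, because it carries a description for each transcript but no ontology terms. The words stress or heat shock stood in the descriptions of 20 transcripts that could be called. Of these, 4 were among the 130 transcripts up in both *med18Δ-w* and *dcr1Δ*, where 0.532 would be by chance (Fisher's exact test, two-sided, odds ratio 9.40, 95% interval 2.26 to 29.7, p = 0.00166). The same 4 genes, *hsp16*, *hsp9*, *hsp104* and *ssa1*, were among the transcripts that each of the other 3 Mediator mutants shared with *dcr1Δ*, with odds ratios of 9.08 in *med20Δ-w*, 9.55 in *med18Δ-p* and 8.98 in *med20Δ-p* (Fisher's exact test, two-sided, p = 0.00187, 0.00157 and 0.00195). After Benjamini-Hochberg adjustment over the 4 tests each p was 0.00195. The 4 tests are not independent, because they share the *dcr1Δ* arrays and the same 4 genes. Over the main setting and the 21 others in which it was computed, the odds ratio lay between 6.17 and 20.4 and the p-value between 0.000103 and 0.0177.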

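The small heat shock protein gene *hsp16* (chromosome 2, 2660490 to 2660921) rose by 3.46 on the log2 scale in *med18Δ-w* (standard error 0.314, limma with Benjamini-Hochberg adjusted p = 2.69e-05) and by 5.04 in *dcr1Δ* (limma with Benjamini-Hochberg adjusted p = 1.33e-05). In *med18Δ-p*, *med20Δ-w* and *med20Δ-p* it rose by 2.82, 2.97 and 3.71. *hsp9* rose by 1.94 to 2.45 in the 4 Mediator mutants and by 1.90 in *dcr1Δ* (standard error 0.189, the largest limma p after Benjamini-Hochberg adjustment was 0.000205). *ssa1* rose by 0.62 in *med20Δ-w* to 1.04 in *med18Δ-w* and by 2.57 in *dcr1Δ* (standard error 0.196, limma with Benjamini-Hochberg adjusted p of at most 0.0300). *hsp104* rose by 0.98 in *med18Δ-w*, 1.22 in *med18Δ-p*, 0.78 in *med20Δ-w* and 0.96 in *med20Δ-p*, and by 1.92 in *dcr1Δ* (standard error 0.324). Its increase in *med20Δ-w* did not pass limma's test (Benjamini-Hochberg adjusted p = 0.0839). Other genes of the stress list moved in both directions. *ssa2* changed by -0.80 in *med18Δ-w* and -0.97 in *med18Δ-p*, and *mcp60* by -0.69 in *med18Δ-w* (limma with Benjamini-Hochberg adjusted p = 0.00101, 0.000301 and 0.0156). *hsp20* rose by 0.66 to 1.16 and *bis1* by 0.66 to 0.77 in the 4 Mediator mutants, and by 0.44 and 0.32 in *dcr1Δ*. From the sharing of up transcripts between the Mediator mutants and *dcr1Δ* and the enrichment of stress response terms among them, the paper proposes that some euchromatic genes, stress response genes included, are repressed by the RNAi/Mediator system, and that its mechanism may in part resemble that of RNAi-mediated heterochromatin.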

## Discussion

In this study, we showed that the specific subunits of Mediator, Med18, Med20, Med8 and Med31 were involved in pericentromeric heterochromatin formation. The Med18-Med20 heterodimer is a component of the head domain of Mediator [26]. Because the *med8-K9* mutation causes truncation of the C-terminal domain that interacts with the Med18/Med20 heterodimer (Figure S1B), it resulted in the loss of the heterodimer. Importantly, Med31 belongs to the middle domain but is located close to the head domain [38], suggesting that the head domain does not function alone in heterochromatin formation, but rather as a part of Mediator. Therefore, we suggest that Mediator specifically plays multiple roles in the formation of pericentromeric heterochromatin via the MHD (Fig. 7).

**Figure 7:**
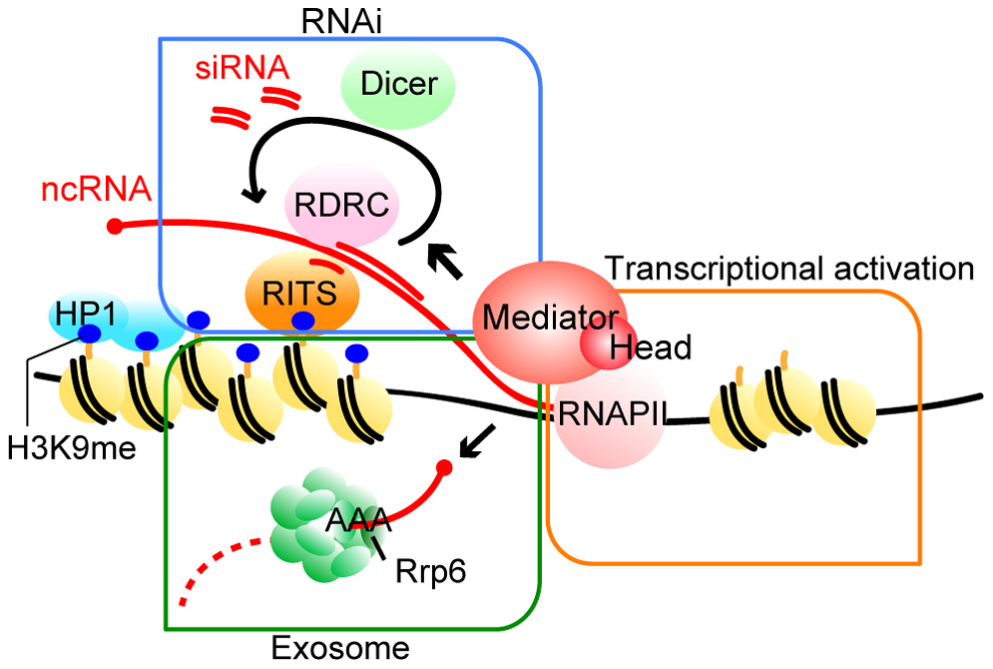
Model of the functions of Mediator in pericentromeric heterochromatin assembly in fission yeast. Mediator localizes to the pericentromeres to recruit RNAPII for efficient transcription. Furthermore, Mediator regulates processing of transcribed ncRNA by RNAi machineries, which directs heterochromatin formation. In addition, Mediator is also required for Rrp6-dependent heterochromatin formation. For details, see Discussion.

Two distinct mechanisms, the RNAi-dependent and Rrp6-dependent pathways, function in heterochromatin formation at pericentromeric repeats, while the spreading of H3K9me onto marker genes mainly depends on the RNAi pathway [14], [15]. We found that at the pericentromeric heterochromatin, in the absence of MHD, the Rrp6-dependent pathway is compromised and H3K9me is largely maintained by the RNAi-dependent pathway (Fig. 3). The finding that the amount of siRNA produced in the white epiclones of MHD mutants decreased to 3–20% of that in wild-type cells (Fig. 4A and Figure S5) indicates that only a small amount of siRNA is necessary to maintain heterochromatin at the pericentromeric repeats. The remaining H3K9me at the repeats in MHD mutants spreads onto the marker genes by an RNAi-dependent mechanism. This process was also compromised by the decrease of siRNA caused by the absence of MHD, resulting in variegation of the level of H3K9me at the marker genes, which ultimately caused the appearance of white and pink epiclones. The spreading process appears to require more efficient siRNA production than the maintenance of heterochromatin at the pericentromeric repeats because *med18Δ-p* cells that produced more siRNA showed more efficient spreading of H3K9me and silencing of marker genes than *med18Δ-w* cells. In contrast, *dcr1Δ* cells did not show the variegation of silencing because of loss of siRNA production. It is noteworthy that the variegated phenotype was metastable, which suggests that once heterochromatin was spread into the marker gene, it could be maintained in an MHD-independent manner, probably through the small amount of siRNA produced in MHD mutants.

Many processes involved in RNA processing, such as RNA splicing and RNA transport, are coupled to transcription by RNAPII. siRNA production is also coupled with RNAPII-dependent transcription [10]. Our results showed that the mutation of MHD resulted in a large decrease in siRNA. By contrast, *rrp6Δ* cells, which have levels of H3K9me and Swi6 at the pericentromeric repeats similar to *med18Δ* cells (Fig. 3), produced the same amount of siRNA as wild-type cells [16]. These results indicate that MHD is somehow involved in siRNA production after transcription of ncRNA. MHD is localized at the transcribed region in pericentromeric repeats (Figure S4; [34], [35] and is required for transcription in heterochromatin, suggesting that it directly functions in the coupling of transcription of heterochromatic ncRNA by RNAPII and processing of the siRNA by RNAi machinery. Retention of RNAi factors at the pericentromeric repeats in *med18Δ* cells and the requirement for MHD in heterochromatin formation via the artificial tethering of the RITS complex to RNA suggest that MHD functions after RITS associates with heterochromatic repeats and/or target RNA. Recently, we showed that RNAi factors are assembled into an siRNA amplification compartment that includes transcriptionally active heterochromatin [39]. Thus, MHD might be involved in the formation of this compartment. Although we were not able to detect a stable interaction between MHD components and RNAi factors, such as Ago1, by co-immunoprecipitation experiments (data not shown), it is still possible that MHD recruits factors required for siRNA generation to transcriptionally active heterochromatin through direct or indirect interactions. In any case, further experiments are necessary to clarify the molecular function of Mediator in the RNAi pathway.

In contrast to the RNAi pathway, little is known about the Rrp6-dependent heterochromatin formation pathway. As deletion of *rrp6* marginally affects H3K9me and silencing at the inserted marker genes [16], [18], the Rrp6-dependent pathway mainly functions at the pericentromeric repeats. Our genetic experiments showed that *rrp6* and *med18* were epistatic in the formation of pericentromeric heterochromatin (Fig. 3), indicating that MHD functions in Rrp6-dependent heterochromatin formation. Rrp6 is an exonuclease that is a subunit of the nuclear exosome involved in RNA-quality control [40]. A functional relationship between Mediator and the nuclear exosome has not been reported. We found that Rrp6 associates with both heterochromatin (*dh*) as well as euchromatin (*act1* and *fbp1*) and deletion of *med18* did not affect the localization, suggesting Mediator acts in a step after the association of Rrp6/exsosome with chromatin. This is analogous to the function of Mediator in the RNAi-dependent pathway; MHD functions after recruitment of RITS complex and RDRC to chromatin. Considering the co-transcriptional nature of RNA-quality control [41], [42] and recruitment of RNA-splicing factors to transcripts by Mediator [29], we speculate that MHD plays a role in the co-transcriptional function of chromatin-associated Rrp6 and/or other co-factors to promote heterochromatin formation. Alternatively, given that the RNAi-independent heterochromatin nucleation pathway and Mediator functionally interact with RNAPII processivity factors [18], [30], Mediator may promote Rrp6-dependent heterochromatin formation by affecting elongation by RNAPII through interaction with these processivity factors. It is also possible that the same mechanism is also involved in RNAi-dependent heterochromatin formation through MHD.

Recently, two reports showed that MHD was important for heterochromatin formation at pericentromeres [34], [35]. However, there are several discrepancies between their data and ours. Firstly, the decrease in H3K9me and Swi6 in *med20Δ* cells was much more severe than that in ours. Secondly, Carlsten et al. claimed that siRNA from the *dh* repeat in *med20Δ* cells was diminished but that siRNA from the *dg* repeats was comparable to that in wild-type cells. Thirdly, both papers assert that Mediator negatively regulates heterochromatic transcription. The first two discrepancies could be caused by the variegated phenotype of MHD mutants. If this variegated phenotype was overlooked or disregarded, the results would be affected by which epiclones were used in the experiments. In addition, since the amount of H3K9me/Swi6 varies depending on the position in the repeats, the discrepancies between their results and ours might reflect a difference in the sites used for ChIP analysis. The third discrepancy could be explained by the use of pericentromeric transcription for their analysis. As described in the Results section, it is hard to argue definitively for the direct influence of MHD mutants on transcription in pericentromeric heterochromatin because it is difficult to determine whether the observed increase is due to the direct effect of depletion of MHD or a secondary effect resulting from the disruption of heterochromatin. Our data using the mating-type locus heterochromatin showed that disruption of Mediator did not cause increased transcription in heterochromatin, rather it caused a decrease in transcription enhanced by deletion of *dcr1* (Fig. 6). Interestingly, when heterochromatin was compromised, Mediator appears to negatively regulate transcription, which might also explain the discrepancy.

Recently, Dcr1 was shown to repress a set of genes, including stress response genes, through the degradation of target RNA [43]. We identified a similar set of euchromatic genes that were up-regulated in *med20Δ* and *dcr1Δ* cells, suggesting that MHD functions in co-transcriptional degradation of euchromatic RNAs in collaboration with Dcr1. 

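Across the 4878 transcripts that could be called in both *med20Δ-w* and *dcr1Δ*, the log2 changes correlated with r = 0.683, and between *med20Δ-p* and *dcr1Δ* with r = 0.584 across 4900. Transcripts are not independent replicates, and no p-value is given. Up in *dcr1Δ* and in all 4 Mediator mutants were 104 transcripts, and down in all 5 were 30.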

Note that previous transcriptome analysis of the mediator mutants also showed that a similar set of genes were up regulated in *med18Δ* and *med20Δ* cells but not in *med12Δ* cells, supporting the collaborative function of MHD and Dcr1 [44]. In addition, Rrp6-dependent heterochromatin formation was observed at several meiotic genes [45]. Moreover, the exosome and RNAi are shown to regulate a set of genes, including retrotransposons and developmental genes [46]. Therefore, it is also possible that Mediator functions at these loci to silence genes by regulating both RNAi and exosomal machineries.

Emerging evidence shows that Mediator works as a platform for various factors that function in transcription and RNA processing, using a distinct subunit for particular interactions with the factors [29], [30]. Our results further extend the range of Mediator function to include regulation of higher-order chromatin structure in the genome. It is now widely accepted that RNAPII transcribes almost all of the genome. Mediator might not only mediate transcription factors and RNAPII at each gene, but also mediate RNAPII and genome-wide regulation of higher-order chromatin structure.

## Materials and Methods

### Strains and culture media

The *S. pombe* strains used in this study are described in Table S1. The media and genetic methods used in the study were essentially as described previously [47]. Yeast cells were cultured in YES at 30°C. For deletion or epitope-tagging of the target genes, the PCR-based module method [48] was used.

### Silencing assays

Silencing assays were conducted from overnight unsaturated cultures grown in 10 ml YES. A 5-fold dilution series of cells was spotted on N/S plates (YES in all spot figures, except Figure 5B), 5-FOA plates (N/S plates with the addition of 1 g/l 5-fluoroorotic acid), and Low Ade plates (N/S plates including limited amount of adenine). The plates were then incubated at 30°C for 3 days.

### Chromatin immunoprecipitation (ChIP) analysis

ChIP was performed as described previously [39] with the following changes: crosslinking with formaldehyde was performed for 30 min and digestion with Proteinase K was carried out for 1 h at 42°C. The following antibodies were used: anti-H3-K9-me2 monoclonal (a gift from T. Urano, Shimane University), anti-Swi6 (produced in-house), anti-RNA polymerase II (8WG16, Abcam), anti-FLAG (M2, Sigma), or anti-myc (4A6, Millipore). Primer sequences are shown in Table S2.

### RNA analysis

Total RNA was isolated from logarithmically-growing *S. pombe* (in YES media) using the hot phenol method [49]. For northern blotting of centromeric and mat RNA, 50 µg of total RNA was electrophoresed on a 1% agarose gel containing 1× MOPS and 1% formaldehyde. RNA was transferred to positively-charged nylon membranes (Amersham Biosciences) in 10× SSC by standard capillary blotting. Following UV crosslinking of the RNA to the nylon filter, prehybridization and hybridization were carried out at 42°C in UltraHyb-Oligo buffer (Ambion). For hybridization, 50 pmol oligos were end-labeled with [γ^32^P]dATP (3000 Ci/mmol) using T4 Polynucleotide Kinase (TOYOBO). After hybridization for 24 h, membranes were washed four times in 2× SSC/0.1% SDS for 10 min at 42°C before exposure to an imaging plate for 1–2 days. For re-probing, probes on the membrane were stripped by boiling in 200 ml of 0.5× SSC/0.1% with shaking. Detection of siRNA was performed as described previously [39]. Oligonucleotides used as probes are shown in Table S2.

### RT-PCR

For RT-PCR analysis, total RNA was cleaned up and treated with Recombinant DNase I (RNase-free) (TaKaRa) according to the manufacturer's instructions. RT-PCR was performed using PrimeScript Reverse Transcriptase (TaKaRa) according to the manufacturer's instructions. Primer sequences are shown in Table S2.

### qPCR

qPCR was performed using SYBR premix Ex-Taq (TaKaRa) and the Thermal Cycler Dice Real time system TP800 (TaKaRa). Primer sequences are shown in Table S2.

### ChIP-qPCR and RT-PCR using synchronized cdc25-22 cells

*cdc25-22* cells were grown at 25°C to a concentration of 2×10^6^ cells/ml and then shifted to 36°C for 4 hr and 15 min to stop the cell cycle at the G2/M phase. Samples for ChIP assay were collected every 30 min for 300 min after shifting the cells back to 25°C to release cell cycle block. ChIP assay was performed as described in the Experimental Procedures. To prepare RNA for RT-PCR, the input fractions of ChIP were adjusted to 0.25% SDS and 0.25 mg/ml proteinase K and incubated for 45 min at 45°C and then at 65°C for more than 4 hours to reverse crosslinking. Samples were extracted once with phenol-chloroform. After ethanol precipitation, the samples were resuspended in a suitable volume of DEPC-treated distilled water. RT-PCR was performed as described in the Experimental Procedures.

### Microarray analysis of Mediator mutants

Microarray analysis for gene expression was performed as described previously [50] using FY2002 as a parental strain. White and pink epiclones of *med18Δ* and *med20Δ* were analyzed separately. The sequences of the probes and original data from the microarray experiments were deposited to GEO (http://www.ncbi.nlm.nih.gov/geo) with accession number GSE43543.

### Methods in the supplemental information

Methods used in the supplemental information are described in Text S1.

## Supporting Information

Figure S1 Mediator is required for heterochromatin silencing at the pericentromere. (A) Silencing assay at the pericentromere. Shown are the results of serial dilutions of the indicated strains spotted onto non-selective media (N/S), medium without uracil (-Ura), medium with 5-fluoroorotic acid (5-FOA), and medium without adenine (-Ade) to assay *ura4^+^* and *ade6^+^*expression. Note that PMGS (EMMS-NH_4_Cl (nitrogen), +L-glutamic acid, monosodium, as nitrogen) plates were used as N/S plates. (B) Schematic of Med8-K9 and Med31-H1 proteins. *med8-K9* contains a point mutation (C540T) causing C-terminal truncation of the Med8 protein (Q135*) (top). The C-terminal residues 176–200 of Med8 (Med8C) are the predicted interface for interaction with Med18 [26], [51]. *med31-H1* contains a point mutation (T230A) causing C-terminal truncation of the Med31 protein (L77*) (bottom). Residues 22–77 of Med31 are the predicted interface for interaction with Med7, a core Mediator subunit belonged to the middle domain. (C) Silencing assay at the pericentromere. Shown are the results of serial dilutions of the indicated strains spotted onto non-selective media (N/S), medium with 5-FOA, and medium with a limited amount of adenine (Low Ade) to assay for the presence of *imr1L::ura4^+^* and *otr1R::ade6^+^*.
(DOC) Click here for additional data file.

Figure S2 Conversion rates of white/pink epiclones. Stability assay of variegation phenotypes. Conversion rates (percentage of cells that convert the epigenetic state per generation) were measured using indicated strains. *w* indicates the white epiclones and *p* indicates the pink epiclones. Cells were grown for several generations. The rates were measured as described in supplemental experimental procedures.
(DOC) Click here for additional data file.

Figure S3 Mediator mutations cause accumulation of centromeric RNA. (A) Schematic of fission yeast centromere 1. Locations of the *ura4^+^* and *ade6^+^* reporters inserted within the pericentromeric region are shown (*imr1L::ura4^+^* and *otr1R::ade6^+^*). Black bars indicate the location of probes used for northern analysis. (B) Northern analysis of pericentromeric transcripts in wild-type and mutant cells. Analysis was performed using oligonucleotide probes against *dh* and *dg* forward (Fw) and reverse (Rv) strands, *imr1L::ura4^+^* and *otr1R::ade6^+^* forward strand transcripts. rRNA and tRNA were used as loading controls.
(DOC) Click here for additional data file.

Figure S4 Med20 localizes the pericentromeric heterochromatin with RNAPII in a cell cycle-dependent manner. (A, B) ChIP-qPCR analyses for RNAPII and Med20-5FLAG were performed every 30 minutes after release from G2/M block by *cdc25-22* mutation (see Supplemental Experimental Procedures). Enrichment at *dh* repeats relative to the *adh1* promoter region (*adh1 pro*) is shown. Error bars show the standard error of the mean (n = 3). (C) Septation index (percentage of cells with division septum) was measured to monitor cell cycle progression after release. In a block and release experiment, the peak of septation (90 to 120 min) indicates S phase. (D) RT-PCR of *dh* transcripts was performed as described in A and B. Transcripts derived from constitutively expressed *act1* served as controls. “No RT” indicates that no reverse transcriptase was added in the reaction. Numbers under the panels of *dh* and *act1* indicate the increase in transcript relative to the values at 0 min (*dh*) and 60 min (*act1*), respectively.
(TIF) Click here for additional data file.

Figure S5 Northern analysis of siRNA in the Mediator mutants *med8-K9* and *med31-H1*. Analyses were performed with RNA isolated from the indicated strains (panel A: single deletion mutants, panel B: single and double deletion mutants of *dcr1* and *med18*) using oligonucleotide probes specific for *dg/dh* centromeric repeats. tRNA was used as a loading control.
(DOC) Click here for additional data file.

Figure S6 Mediator is required for transcriptional activation in heterochromatin. ChIP analysis of RNAPII at *cenH dh* repeats or *kint2::ura4^+^* relative to input WCE in the indicated strains. Anti-RNA polymerase II C-terminal domain (CTD) serine 2 phosphorylation was used. Error bars represent the standard error of the mean (n = 3). P values were determined using a two-sided Student's t-test.
(TIF) Click here for additional data file.

Figure S7 Mediator negatively regulates RNAPII in the compromised heterochromatin. ChIP analysis of RNAPII at *dh* repeats relative to the gene free region in the indicated strains. Error bars show the standard error of the mean (n = 3).
(TIF) Click here for additional data file.

Figure S8 Effect of Mediator disruption on euchromatic genes. Venn diagram showing the number of transcripts whose expression levels were increased (up) or decreased (down) >1.5-fold in mutants compared to the wild type. The p-value was calculated using Fisher's exact test. (A) Transcripts of *med18Δ-w* (left circles) vs. *med20Δ-w* (right circles) mutants. (B) Transcripts of *med18Δ-p* (left circles) vs. *med20Δ-p* (right circles) mutants.
(DOC) Click here for additional data file.

Table S1 Strains used in this study.
(DOCX) Click here for additional data file.

Table S2 Primers used in this study.
(DOCX) Click here for additional data file.

Text S1 Supplemental methods.
(DOCX) Click here for additional data file.

## References

[1] ReaS, EisenhaberF, O'CarrollD, StrahlBD, SunZW, et al (2000) Regulation of chromatin structure by site-specific histone H3 methyltransferases. Nature 406: 593–599.1094929310.1038/35020506

[2] NakayamaJ, RiceJC, StrahlBD, AllisCD, GrewalSI (2001) Role of histone H3 lysine 9 methylation in epigenetic control of heterochromatin assembly. Science 292: 110–113.1128335410.1126/science.1060118

[3] CamHP, SugiyamaT, ChenES, ChenX, FitzGeraldPC, et al (2005) Comprehensive analysis of heterochromatin- and RNAi-mediated epigenetic control of the fission yeast genome. Nat Genet 37: 809–819.1597680710.1038/ng1602

[4] GrewalSI, JiaS (2007) Heterochromatin revisited. Nat Rev Genet 8: 35–46.1717305610.1038/nrg2008

[5] ShimadaA, MurakamiY (2010) Dynamic regulation of heterochromatin function via phosphorylation of HP1-family proteins. Epigenetics 5: 30–33.2008390410.4161/epi.5.1.10605

[6] VolpeTA, KidnerC, HallIM, TengG, GrewalSI, et al (2002) Regulation of heterochromatic silencing and histone H3 lysine-9 methylation by RNAi. Science 297: 1833–1837.1219364010.1126/science.1074973

[7] MotamediMR, VerdelA, ColmenaresSU, GerberSA, GygiSP, et al (2004) Two RNAi complexes, RITS and RDRC, physically interact and localize to noncoding centromeric RNAs. Cell 119: 789–802.1560797610.1016/j.cell.2004.11.034

[8] ChikashigeY, KinoshitaN, NakasekoY, MatsumotoT, MurakamiS, et al (1989) Composite motifs and repeat symmetry in S. pombe centromeres: direct analysis by integration of NotI restriction sites. Cell 57: 739–751.254192210.1016/0092-8674(89)90789-7

[9] DjupedalI, PortosoM, SpahrH, BonillaC, GustafssonCM, et al (2005) RNA Pol II subunit Rpb7 promotes centromeric transcription and RNAi-directed chromatin silencing. Genes Dev 19: 2301–2306.1620418210.1101/gad.344205PMC1240039

[10] KatoH, GotoDB, MartienssenRA, UranoT, FurukawaK, et al (2005) RNA polymerase II is required for RNAi-dependent heterochromatin assembly. Science 309: 467–469.1594713610.1126/science.1114955

[11] ChenES, ZhangK, NicolasE, CamHP, ZofallM, et al (2008) Cell cycle control of centromeric repeat transcription and heterochromatin assembly. Nature 451: 734–737.1821678310.1038/nature06561

[12] NomaK, SugiyamaT, CamH, VerdelA, ZofallM, et al (2004) RITS acts in cis to promote RNA interference-mediated transcriptional and post-transcriptional silencing. Nat Genet 36: 1174–1180.1547595410.1038/ng1452

[13] SugiyamaT, CamH, VerdelA, MoazedD, GrewalSI (2005) RNA-dependent RNA polymerase is an essential component of a self-enforcing loop coupling heterochromatin assembly to siRNA production. Proc Natl Acad Sci U S A 102: 152–157.1561584810.1073/pnas.0407641102PMC544066

[14] IrvineDV, ZaratieguiM, ToliaNH, GotoDB, ChitwoodDH, et al (2006) Argonaute slicing is required for heterochromatic silencing and spreading. Science 313: 1134–1137.1693176410.1126/science.1128813

[15] LiH, MotamediMR, YipCK, WangZ, WalzT, et al (2009) An alpha motif at Tas3 C terminus mediates RITS cis spreading and promotes heterochromatic gene silencing. Mol Cell 34: 155–167.1939429310.1016/j.molcel.2009.02.032PMC2756231

[16] BühlerM, HaasW, GygiSP, MoazedD (2007) RNAi-dependent and -independent RNA turnover mechanisms contribute to heterochromatic gene silencing. Cell 129: 707–721.1751240510.1016/j.cell.2007.03.038

[17] BühlerM, SpiesN, BartelDP, MoazedD (2008) TRAMP-mediated RNA surveillance prevents spurious entry of RNAs into the Schizosaccharomyces pombe siRNA pathway. Nat Struct Mol Biol 15: 1015–1023.1877690310.1038/nsmb.1481PMC3240669

[18] Reyes-TurcuFE, ZhangK, ZofallM, ChenE, GrewalSI (2011) Defects in RNA quality control factors reveal RNAi-independent nucleation of heterochromatin. Nat Struct Mol Biol 18: 1132–1138.2189217110.1038/nsmb.2122PMC3190054

[19] GrewalSI, KlarAJ (1997) A recombinationally repressed region between mat2 and mat3 loci shares homology to centromeric repeats and regulates directionality of mating-type switching in fission yeast. Genetics 146: 1221–1238.925866910.1093/genetics/146.4.1221PMC1208070

[20] JiaS, NomaK, GrewalSI (2004) RNAi-independent heterochromatin nucleation by the stress-activated ATF/CREB family proteins. Science 304: 1971–1976.1521815010.1126/science.1099035

[21] KelleherRJ3rd, FlanaganPM, KornbergRD (1990) A novel mediator between activator proteins and the RNA polymerase II transcription apparatus. Cell 61: 1209–1215.216375910.1016/0092-8674(90)90685-8

[22] KimYJ, BjorklundS, LiY, SayreMH, KornbergRD (1994) A multiprotein mediator of transcriptional activation and its interaction with the C-terminal repeat domain of RNA polymerase II. Cell 77: 599–608.818717810.1016/0092-8674(94)90221-6

[23] SoutourinaJ, WydauS, AmbroiseY, BoschieroC, WernerM (2011) Direct interaction of RNA polymerase II and mediator required for transcription in vivo. Science 331: 1451–1454.2141535510.1126/science.1200188

[24] LariviereL, SeizlM, CramerP (2012) A structural perspective on Mediator function. Curr Opin Cell Biol 24: 305–313.2234179110.1016/j.ceb.2012.01.007

[25] BourbonHM (2008) Comparative genomics supports a deep evolutionary origin for the large, four-module transcriptional mediator complex. Nucleic Acids Res 36: 3993–4008.1851583510.1093/nar/gkn349PMC2475620

[26] LariviereL, GeigerS, HoeppnerS, RotherS, StrasserK, et al (2006) Structure and TBP binding of the Mediator head subcomplex Med8-Med18-Med20. Nat Struct Mol Biol 13: 895–901.1696425910.1038/nsmb1143

[27] ImasakiT, CaleroG, CaiG, TsaiKL, YamadaK, et al (2011) Architecture of the Mediator head module. Nature 475: 240–243.2172532310.1038/nature10162PMC4109712

[28] KimYJ, ZhengB, YuY, WonSY, MoB, et al (2011) The role of Mediator in small and long noncoding RNA production in Arabidopsis thaliana. EMBO J 30: 814–822.2125285710.1038/emboj.2011.3PMC3049218

[29] HuangY, LiW, YaoX, LinQJ, YinJW, et al (2012) Mediator complex regulates alternative mRNA processing via the MED23 subunit. Mol Cell 45: 459–469.2226482610.1016/j.molcel.2011.12.022PMC3288850

[30] TakahashiH, ParmelyTJ, SatoS, Tomomori-SatoC, BanksCA, et al (2011) Human mediator subunit MED26 functions as a docking site for transcription elongation factors. Cell 146: 92–104.2172978210.1016/j.cell.2011.06.005PMC3145325

[31] AllshireRC, NimmoER, EkwallK, JaverzatJP, CranstonG (1995) Mutations derepressing silent centromeric domains in fission yeast disrupt chromosome segregation. Genes Dev 9: 218–233.785179510.1101/gad.9.2.218

[32] VerdelA, JiaS, GerberS, SugiyamaT, GygiS, et al (2004) RNAi-mediated targeting of heterochromatin by the RITS complex. Science 303: 672–676.1470443310.1126/science.1093686PMC3244756

[33] BühlerM, VerdelA, MoazedD (2006) Tethering RITS to a nascent transcript initiates RNAi- and heterochromatin-dependent gene silencing. Cell 125: 873–886.1675109810.1016/j.cell.2006.04.025

[34] CarlstenJO, SzilagyiZ, LiuB, Davila LopezM, SzasziE, et al (2012) Mediator Promotes CENP-A Incorporation at Fission Yeast Centromeres. Mol Cell Biol 32: 4035–43.2285169510.1128/MCB.00374-12PMC3457525

[35] ThorsenM, HansenH, VenturiM, HolmbergS, ThonG (2012) Mediator regulates non-coding RNA transcription at fission yeast centromeres. Epigenetics Chromatin 5: 19.2317176010.1186/1756-8935-5-19PMC3541127

[36] KaviHH, BirchlerJA (2009) Interaction of RNA polymerase II and the small RNA machinery affects heterochromatic silencing in Drosophila. Epigenetics Chromatin 2: 15.1991709210.1186/1756-8935-2-15PMC2785806

[37] GuangS, BochnerAF, BurkhartKB, BurtonN, PavelecDM, et al (2010) Small regulatory RNAs inhibit RNA polymerase II during the elongation phase of transcription. Nature 465: 1097–1101.2054382410.1038/nature09095PMC2892551

[38] CaiG, ImasakiT, YamadaK, CardelliF, TakagiY, et al (2010) Mediator head module structure and functional interactions. Nat Struct Mol Biol 17: 273–279.2015470810.1038/nsmb.1757PMC2925518

[39] KawakamiK, HayashiA, NakayamaJ, MurakamiY (2012) A novel RNAi protein, Dsh1, assembles RNAi machinery on chromatin to amplify heterochromatic siRNA. Genes Dev 26: 1811–1824.2289525210.1101/gad.190272.112PMC3426760

[40] HouseleyJ, LaCavaJ, TollerveyD (2006) RNA-quality control by the exosome. Nat Rev Mol Cell Biol 7: 529–539.1682998310.1038/nrm1964

[41] HuertasP, AguileraA (2003) Cotranscriptionally formed DNA:RNA hybrids mediate transcription elongation impairment and transcription-associated recombination. Mol Cell 12: 711–721.1452741610.1016/j.molcel.2003.08.010

[42] SuganumaN, NakamuraY, YamamotoM, OhtaT, KoiwaH, et al (2003) The Lotus japonicus Sen1 gene controls rhizobial differentiation into nitrogen-fixing bacteroids in nodules. Mol Genet Genomics 269: 312–320.1268488010.1007/s00438-003-0840-4

[43] WoolcockKJ, StunnenbergR, GaidatzisD, HotzHR, EmmerthS, et al (2012) RNAi keeps Atf1-bound stress response genes in check at nuclear pores. Genes Dev 26: 683–692.2243151210.1101/gad.186866.112PMC3323879

[44] LinderT, RasmussenNN, SamuelsenCO, ChatzidakiE, BaraznenokV, et al (2008) Two conserved modules of Schizosaccharomyces pombe Mediator regulate distinct cellular pathways. Nucleic Acids Res 36: 2489–2504.1831010210.1093/nar/gkn070PMC2377428

[45] ZofallM, YamanakaS, Reyes-TurcuFE, ZhangK, RubinC, et al (2012) RNA elimination machinery targeting meiotic mRNAs promotes facultative heterochromatin formation. Science 335: 96–100.2214446310.1126/science.1211651PMC6338074

[46] YamanakaS, MehtaS, Reyes-TurcuFE, ZhuangF, FuchsRT, et al (2012) RNAi triggered by specialized machinery silences developmental genes and retrotransposons. Nature 493: 557.2315147510.1038/nature11716PMC3554839

[47] XhemalceB, KouzaridesT (2010) A chromodomain switch mediated by histone H3 Lys 4 acetylation regulates heterochromatin assembly. Genes Dev 24: 647–652.2029944910.1101/gad.1881710PMC2849121

[48] BahlerJ, WuJQ, LongtineMS, ShahNG, McKenzieA3rd, et al (1998) Heterologous modules for efficient and versatile PCR-based gene targeting in Schizosaccharomyces pombe. Yeast 14: 943–951.971724010.1002/(SICI)1097-0061(199807)14:10<943::AID-YEA292>3.0.CO;2-Y

[49] MotamediMR, HongEJ, LiX, GerberS, DenisonC, et al (2008) HP1 proteins form distinct complexes and mediate heterochromatic gene silencing by nonoverlapping mechanisms. Mol Cell 32: 778–790.1911165810.1016/j.molcel.2008.10.026PMC2735125

[50] TangeY, KurabayashiA, GotoB, HoeKL, KimDU, et al (2012) The CCR4-NOT complex is implicated in the viability of aneuploid yeasts. PLoS Genet 8: e1002776.2273708710.1371/journal.pgen.1002776PMC3380822

[51] GuglielmiB, van BerkumNL, KlapholzB, BijmaT, BoubeM, et al (2004) A high resolution protein interaction map of the yeast Mediator complex. Nucleic acids research 32: 5379–5391.1547738810.1093/nar/gkh878PMC524289

# Supplementary material for: Mediator Directs Co-transcriptional Heterochromatin Assembly by RNA Interference-Dependent and -Independent Pathways
**Source:** PLoS Genet. 2013 Aug 15;9(8):e1003677. doi: 10.1371/journal.pgen.1003677
**Supplement:** Table S1 — Strains used in this study.

**Table S1. Strains used in this study**

# Supplementary material for: Mediator Directs Co-transcriptional Heterochromatin Assembly by RNA Interference-Dependent and -Independent Pathways
**Source:** PLoS Genet. 2013 Aug 15;9(8):e1003677. doi: 10.1371/journal.pgen.1003677
**Supplement:** Table S2 — Primers used in this study.

**Table S2. Primers used in this study**

# Supplementary material for: Mediator Directs Co-transcriptional Heterochromatin Assembly by RNA Interference-Dependent and -Independent Pathways
**Source:** PLoS Genet. 2013 Aug 15;9(8):e1003677. doi: 10.1371/journal.pgen.1003677
**Supplement:** Text S1 — Supplemental methods.

**Text S1**

**Supplemental Methods**

ChIP-qPCR and RT-PCR using synchronized *cdc25-22* cells.

*cdc25-22* cells were grown at 25ºC to a concentration of 2×10^6^ cells/ml and then shifted to 36ºC for 4 hr and 15 min to stop the cell cycle at the G2/M phase. Samples for ChIP assay were collected every 30 min for 300 min after shifting the cells back to 25ºC to release cell cycle block. ChIP assay was performed as described in the Experimental Procedures. To prepare RNA for RT-PCR, the input fractions of ChIP were adjusted to 0.25% SDS and 0.25 mg/ml proteinase K and incubated for 45 min at 45ºC and then at 65ºC for 4 hours to reverse crosslinking. Samples were extracted once with phenol-chloroform. After ethanol precipitation, the samples were resuspended in a suitable volume of DEPC-treated distilled water. RT-PCR was performed as described in the Experimental Procedures.

Stability assay of variegation phenotypes

White or pink epiclones on Low Ade plates (YES plates including limited amount of adenine) were cultured for several generations in complete medium. Aliquots were taken from the cultures before and after the cultivation, appropriately diluted, and then plated onto Low Ade plates and incubated at 30ºC for several days to allow white or pink colonies to form. Conversion rates were calculated using the following formula: conversion rate = 1- (*F/I*) ^1/^*^N^*, where *F* is the final percentage of white or pink colonies, *I* is the initial percentage of white or pink colonies, and *N* is the number of generations between *I* and *F* [1,2].

**References for supplemental methods**

1. Kipling D, Kearsey SE (1990) Reversion of autonomously replicating sequence mutations in Saccharomyces cerevisiae: creation of a eukaryotic replication origin within prokaryotic vector DNA. Molecular and cellular biology **10:** 265-272

2. Nakagawa H, Lee JK, Hurwitz J, Allshire RC, Nakayama J, Grewal SI, Tanaka K, Murakami Y (2002) Fission yeast CENP-B homologs nucleate centromeric heterochromatin by promoting heterochromatin-specific histone tail modifications. Genes & development **16:** 1766-1778

How the deposited data were processed for this re-analysis (not part of the article)

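Gene expression was measured in 14 cultures of fission yeast (*Schizosaccharomyces pombe*) on single-colour Agilent arrays, in 7 groups of 2 arrays. The Mediator set comprised wild-type cells, *med18Δ-w*, *med18Δ-p*, *med20Δ-w* and *med20Δ-p*, and the *dcr1Δ* set comprised *dcr1Δ* and a wild type of its own. Groups and replicate numbers were taken from the sample labels, which name the genotype, the colony colour and the replicate of every array, and all 14 arrays were used.

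The authors deposited 1 scanner file per array. Its main column is the processed intensity, for which Agilent's Feature Extraction software had subtracted a fitted spatial background and corrected a multiplicative trend, on a linear scale and with no scaling between arrays. The same files hold the mean intensity of each spot and the median intensity of its local background, which the authors deposited without correction. A table of the whole series, also deposited by the authors, gives 5589 probes with linear intensity values scaled so that the 75th percentile of every array is 2500. Against the scanner files it proved to be the geometric mean of the processed intensity over the spots of a probe, multiplied by 1 factor per array. It had 0 columns of other samples. The paper's text refers to an earlier publication for the array methods.

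Control spots and spots flagged as outliers were left out, and saturated spots would have been kept but none occurred. The log2 of the processed intensity was taken, the 75th percentile of each array was subtracted, and the spots of a probe were averaged. Of the 5529 probes 1484 had 2 spots, 4030 had 3 and 15 had 10. A probe was taken as well above background on an array when at least 50% of its unflagged spots carried the scanner software's mark for this. Levels were compared only within a probe. Gene symbols come from the array's annotation, and 5414 of the 5529 systematic names were found in a RefSeq gene table of the assembly ASM294v3, which was used for names only. Coordinates are those of the array's annotation. The header of the scanner files names an NCBI genome build of 2002, and no sequence was matched to a genome here. A probe sequence was shared with another entry by 53 transcripts, which leaves 5497 distinct sequences. None of the 23 pericentromeric probes shared a stretch of 25 bases with a probe outside that list. Within the list, the probes of SPNCRNA.230 and SPNCRNA.361 share 35 bases.

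Fold counts take the 1.5-fold threshold of the paper. The text searched does not say how the arrays of a group were combined, and the means of the log2 levels of 2 arrays and 2 arrays were compared here. A transcript could be called when it was well above background on both arrays of at least 1 of the 2 groups. Overlaps were tested with Fisher's exact test, two-sided, with the transcripts that could be called in both comparisons as the background. For mutants that share wild-type arrays, 100 simulations gave the overlap and the correlation of unchanged groups with a shared wild type. Mutants and wild type were drawn as normal noise with the spread of limma's model, and the measured wild-type values were not used. Single transcripts were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, in 1 model of the 14 arrays with 7 group means, 7 residual degrees of freedom and 2.63 prior degrees of freedom. It covered the 5036 transcripts detected in at least 1 group. A transcript passed with a Benjamini-Hochberg adjusted p under 0.05 and at least 1.5-fold, and the contrasts of white against pink and their difference used the adjusted p alone. The figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Simulated data were built from the mean levels over the 14 arrays and the spread of limma's model. In *med20Δ-w* 200 of 5036 transcripts were changed, each at least 2-fold and none among the dimmest. Limma recovered all 200 and called 2 unchanged transcripts, and 51 shared transcripts were found where 48 had been made. Recovery of smaller changes, or of changes in dim transcripts, was not tested.

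The files give intensities and no counts, so that precision is set by the signal over background and by the 2 cultures of each group. A single array left out leaves 1 array in its group, and limma then takes the spread of that array from the other groups.

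The stress response list holds the 20 transcripts whose description on the array contains the word stress or the words heat shock, since the annotation carries no ontology terms. Lists of subtelomeric genes (within 100 kb of an end of chromosome 1 or 2), Tf2 retrotransposons and mating-type genes were tested with camera and fry of limma, and the tests of the Tf2 list are not reported, because its 6 entries carry 1 probe sequence. Genes were named by a rule fixed before the data were examined. It covers the deleted and reporter genes, every pericentromeric transcript, the genes the paper names, and the 3 largest increases and 3 largest decreases of each comparison past limma's test. *shu1*, *eno102*, SPNCRNA.139, *mat1-Mc*, SPNCRNA.388, *rpt6*, *cao1*, *cbm1*, the genes flanking them, and genes that passed only with an array left out were named after their values were seen.

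In the Mediator set the replicate number was also the slide and the scan. The deviations of same-numbered arrays from their group means correlated across transcripts in all 10 pairs of groups (r from 0.199 to 0.615, median 0.469), so that the numbers pair the arrays, as the labels' slides do. A model with the replicate number as a block was therefore run beside the main one. In the *dcr1Δ* set, which lies on 1 slide of its own, the correlation was 0.0207. Slide and set cannot be told apart, and *dcr1Δ* was compared only with the wild type of its own set.

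The alternatives fixed before the data were examined were quantile normalization, normexp background correction (offset 50), the authors' deposited table in place of the scanner values, no filter on dim probes, arithmetic means of the linear intensity, 1.5-fold in both same-numbered pairs, a 2-fold threshold, the replicate block, separate models for the 2 sets, array weights, and each array left out in turn. A further 2 were added after the data were seen: both groups well above background, and models of the 4 arrays of a deletion alone. The paper's chromatin immunoprecipitation, northern and RT-PCR experiments were not analysed here.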

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

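The subtelomeric tests were chosen before their results were seen, and the tests on the overlaps with *dcr1Δ*, on the neighbours of *mat1* and on *cao1* and *cbm1* were chosen afterwards. In the test of the subtelomeric genes against lists matched on expression, the value printed was changed after its first result was seen, from the percent of matched lists with a median as high, which was 0, to the highest median among those lists, and the verdict stayed the same. The groups hold 2 arrays each, too few for a test of an outlying array within its group.

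The paper discusses the up transcripts that the Mediator mutants share with *dcr1Δ*. Transcripts that fell were shared as well, 54 between *med18Δ-w* and *dcr1Δ*, 34 between *med20Δ-w* and *dcr1Δ*, 49 between *med18Δ-p* and *dcr1Δ* and 37 between *med20Δ-p* and *dcr1Δ*. By chance 9.29, 4.70, 10.0 and 5.05 would be shared (Fisher's exact test, two-sided, p = 2.16e-31, 1.64e-21, 2.23e-24 and 8.89e-24). A shared control is not at work here, because the sets have wild-type arrays of their own. Noise of probes near background would leave no excess among bright transcripts, and with both groups well above background the largest p of the 8 overlaps with *dcr1Δ*, up and down, was 2.86e-14 by Fisher's exact test. The count of 34 for *med20Δ-w* and *dcr1Δ* fell to 22 in that setting. With a 2-fold threshold the shared down transcripts numbered 12, 7, 13 and 8, so that most of the shared decreases are below 2-fold in at least 1 mutant. A growth or stress state common to the mutants stays open, and it was not tested. The arrays of the 2 sets were hybridised on different slides, and any difference of handling between a mutant and its wild type that both sets had in common stays open as well.

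Subtelomeric genes are silenced by heterochromatin, and the paper does not report on them. Of 108 subtelomeric genes tested, 46 were past limma's test and up in *med18Δ-w*, 47 in *med18Δ-p*, 31 in *med20Δ-w* and 41 in *med20Δ-p*, while 15, 16, 22 and 11 were down. With limma's camera, which takes a preset correlation between genes, the list was higher in *med18Δ-w* (adjusted p = 0.000943, Benjamini-Hochberg over 21 list tests), *med18Δ-p* (adjusted p = 0.000405) and *med20Δ-p* (adjusted p = 0.00401), and these calls held with fry. The median log2 change of the 108 genes was 0.46, 0.61 and 0.30. In *med20Δ-w* limma's camera gave an adjusted p = 0.519 and fry an adjusted p = 0.0353 (median 0.04). In *dcr1Δ* the list was lower by limma's camera (adjusted p = 0.890) and higher by fry (adjusted p = 0.801), with a median of -0.06 and a mean of 0.01. Some subtelomeric entries share a probe sequence. With each of the 96 sequences counted once the median log2 change was 0.53, 0.65, 0.25 and 0.35 in *med18Δ-w*, *med18Δ-p*, *med20Δ-w* and *med20Δ-p*, and limma's camera still gave an unadjusted p of 0.000152 in *med18Δ-p*, which argues against repeated entries as the whole cause. Low expression of these genes does not account for it either, because the highest median of 10000 lists of other genes matched on mean expression was 0.276 over *med18Δ-w*, *med18Δ-p* and *med20Δ-p*, below the medians of the list in all 3. In *med20Δ-w* 4 of the 10000 matched lists had a median as high. The size depends on the background correction, with medians of only 0.18, 0.13, 0.17 and 0.04 after normexp, upward in each. A weaker silencing of subtelomeric genes in the Mediator mutants is a hypothesis that may account for the rise. In *dcr1Δ* 13 of the genes were up and 9 down past limma's test, and the difference between the Mediator mutants and *dcr1Δ* itself was not tested.

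Transcripts that the array's annotation places around the mating-type locus *mat1* on chromosome 2 were raised in some Mediator mutant arrays. No probe was matched to a genome, so that the signal of the mating-type probes cannot be assigned to *mat1* alone. *mat1-Mc* (2114482 to 2115027) had a mean log2 level of -3.60 in *med20Δ-w* and a level of -4.02 on the first *med18Δ-w* array, against -6.5 or lower on the arrays of the other groups and on the second *med18Δ-w* array. SPNCRNA.388 (2115667 to 2117167) had a mean of -3.52 in *med18Δ-p*, against -7.59 and -6.22 in the wild type. It was at -3.35 and -4.18 in *med18Δ-w*, at -3.65 and -3.71 in *med20Δ-w*, and at -6.60 and -3.82 in *med20Δ-p*. SPBC23G7.10c, which had the largest euchromatic increases, lies next to them. The bright neighbour *rpt6* (2121530 to 2122783) differed by 1.02 on the log2 scale between the first and the second *med18Δ-w* array. The 2 arrays of the other groups differed by 0.0128 to 0.370. On the second *med18Δ-w* array *rpt6* was at 1.47, near the wild type (1.78 and 1.65), while SPBC23G7.10c was at -1.05, against -1.46 on the first. Since *rpt6* did not move with SPBC23G7.10c there, it cannot decide whether noise of dim probes contributes, and this stays open. In *med18Δ-p* 4 consecutive transcripts that include SPBC23G7.10c were up at least 1.5-fold, but 6 runs at least as long lie on the 3 chromosomes, so that a structural difference at the mating-type region between cultures, for instance after mating-type switching, cannot be told apart from a regulatory change on these data. The mating type of the cultures was not tested.

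On the second *dcr1Δ* array 2 neighbouring genes of chromosome 1 were at background, *cao1* (2932797 to 2934935) at -7.64 and *cbm1* (2935510 to 2936103) at -7.65 on the log2 scale. On the first *dcr1Δ* array their levels were -1.38 and 1.41, close to those of the wild-type arrays of that set. Failed spots would show as flagged or uneven spots, and the 5 spots of both genes carried 0 flags, the highest at -7.56. The genes on either side, *amt3* and SPAPB2C8.01, differed by at most 0.216 between the 2 *dcr1Δ* arrays, which is consistent with a loss of the segment in that culture. Since a Tf2 retrotransposon lies between *amt3* and *cao1*, recombination at it could have removed the segment, a possibility for which no DNA was examined. A culture that differs from its replicate in this way limits every *dcr1Δ* mean that rests on these genes.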

How the results depend on the processing

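Among the settings, the requirement that both groups be well above background and the models of the 4 arrays of a deletion alone were chosen after the data were seen, and the others were set before the data were examined. Under 26 settings other than the main one, 54 results that answer a comparison and 57 single transcripts were computed again. Of these values 2071 kept their direction and their side of the threshold or stayed within 1.5 times a count, and 230 did not. The counts depended most on how the threshold and the background were set. The fold counts and overlaps stayed within 1.5 times with quantile normalization, the authors' deposited table, arithmetic means and every array left out. The enrichment of stress genes stayed past its test in the 21 settings under which it was computed, and it was not computed with the 2-fold threshold, the replicate block, separate models, array weights or the arrays of 1 deletion alone. The alternative that counts single probes in place of genes was not run, because each transcript has exactly 1 probe.

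With a 2-fold threshold the transcripts up and down numbered 176 and 134 in *med18Δ-w*, 200 and 153 in *med18Δ-p*, 151 and 74 in *med20Δ-w*, 173 and 56 in *med20Δ-p*, and 119 and 20 in *dcr1Δ*. Those shared up and down were 164 and 123 between the *med18Δ* epiclones, 128 and 43 between the *med20Δ* epiclones, 101 and 51 between the white epiclones, and 118 and 50 between the pink epiclones. With *dcr1Δ* they were 60 and 12 for *med18Δ-w*, 63 and 7 for *med20Δ-w*, 59 and 13 for *med18Δ-p*, and 61 and 8 for *med20Δ-p*. By limma the counts up and down at this threshold were 197 and 132, 206 and 154, 190 and 72, 182 and 54, and 116 and 19 in the same order of mutants. A higher threshold lowers such counts by its construction.

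With normexp background correction, which adds an offset that shrinks changes of dim probes by its construction, the transcripts up and down numbered 223 and 277 in *med18Δ-w*, 246 and 303 in *med18Δ-p*, 149 and 130 in *med20Δ-w*, 128 and 170 in *med20Δ-p*, and 129 and 50 in *dcr1Δ*. Those shared up and down were 193 and 224 between the *med18Δ* epiclones, 112 and 116 between the *med20Δ* epiclones, 101 and 92 between the white epiclones, and 100 and 122 between the pink epiclones. With *dcr1Δ* they were 72 and 32 for *med18Δ-w*, 71 and 21 for *med20Δ-w*, 69 and 28 for *med18Δ-p*, and 63 and 24 for *med20Δ-p*. By limma the counts up and down were 220 and 272, 244 and 300, 146 and 124, 125 and 164, and 124 and 45. The pericentromeric transcripts with an adjusted p under 0.05 by limma, whatever their fold, fell to 5 in *med18Δ-w*, 0 in *med18Δ-p* and 1 in *med20Δ-p*. Here 1 transcript was higher in white than in pink *med20Δ*, and the largest euchromatic increases were 3.30 in *med18Δ-w* and 2.81 in *med20Δ-w* on the log2 scale.

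Without a filter on dim probes 572 transcripts were up in *med20Δ-w*, 366 were down in *dcr1Δ*, and 59 were down in both *med20Δ-p* and *dcr1Δ*. The limma count of transcripts down in *dcr1Δ* rose to 115. More transcripts can be called without the filter. When both same-numbered pairs had to pass, 182 transcripts were down in *med20Δ-p* and 48 in *dcr1Δ*, and those down together with *dcr1Δ* numbered 31 for *med18Δ-w*, 18 for *med20Δ-w*, 31 for *med18Δ-p* and 19 for *med20Δ-p*. With quantile normalization 2 transcripts were higher in white than in pink *med20Δ*, 1 showed a white-pink difference that differed between *med18Δ* and *med20Δ*, and the *ura4* change in *med20Δ-p* had the opposite sign (0.0088). Separate models for the 2 sets also gave 1 transcript whose white-pink difference differed between the deletions. With both groups well above background the transcripts down in *med20Δ-w* and *dcr1Δ* numbered 22. With the 4 *med20Δ* arrays alone 9 transcripts were higher in white than in pink. The causes of these differences were not tested, apart from the numbers of transcripts that each filter admits.

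The share of up among the called transcripts was 45.2% in *med18Δ-w*, 47.3% in *med18Δ-p*, 56.4% in *med20Δ-w*, 58.1% in *med20Δ-p* and 71.8% in *dcr1Δ*. It moved by more than 10 percentage points to 43.0% in *med20Δ-p* with normexp, without the filter on dim probes to 66.9% in *med20Δ-w* and 43.8% in *dcr1Δ*, and with a 2-fold threshold to 56.8% in *med18Δ-w*, 67.1% in *med20Δ-w*, 75.5% in *med20Δ-p* and 85.6% in *dcr1Δ*. The side of 50% on which a share lay depended on the setting in each mutant, in *dcr1Δ* only on the filter. It changed in *med18Δ-w* with a 2-fold threshold, quantile normalization (50.1%) and without replicate 2 of the wild type (50.1%), and in *med18Δ-p* with these settings (56.7%, 51.7% and 50.9%) and the authors' deposited table (50.3%). It also changed in *med20Δ-w* with quantile normalization (47.3%) and without replicate 1 of the wild type (48.4%), and in *med20Δ-p* with normexp and without replicate 1 of the wild type (49.4%). No scaling moved the median change of all transcripts by more than 0.1 on the log2 scale.

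With the replicate number as a block, which pairs the arrays of the Mediator set by slide, limma's counts up and down were 447 and 502 in *med18Δ-w*, 495 and 553 in *med18Δ-p*, 396 and 251 in *med20Δ-w*, 394 and 268 in *med20Δ-p*, and 230 and 85 in *dcr1Δ*. The block moved no count by over 1.5 times. The single transcripts followed across settings are the deleted and reporter genes and the pericentromeric transcripts that passed in the main model, and their calls here rest on the adjusted p alone. Among these the block changed the call of SPNCRNA.231 in *med18Δ-w* and of *ade6* in *med18Δ-p*, *med20Δ-w* and *dcr1Δ*. The pericentromeric transcripts past limma's test numbered 8 in *med18Δ-w*, 12 in *med20Δ-w* and 10 in *dcr1Δ* with the block, against 9, 11 and 9 in the main model. Array weights moved no count by over 1.5 times and changed 3 of the calls followed.

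With each array left out in turn, the pericentromeric transcripts past limma's test ranged from 4 (without replicate 1 of the wild type) to 12 (without *med18Δ-w* replicate 2) in *med18Δ-w*, from 2 to 7 in *med18Δ-p* and from 3 to 11 in *med20Δ-p*. For white against pink they ranged from 0 to 9 in *med18Δ* and from 0 to 9 in *med20Δ*, the 9 being reached without *med18Δ-w* replicate 2 in both. Over all transcripts, white against pink gave 0 to 10 higher and 0 to 34 lower in *med18Δ*, and 0 to 15 higher and 0 to 6 lower in *med20Δ*. The 10, the 34 and the 15 were reached without *med18Δ-w* replicate 1, and the 6 without *med20Δ-w* replicate 1. The white-pink difference differed between the deletions for 0 to 37 transcripts, the 37 without *med18Δ-w* replicate 1. Down in *dcr1Δ* by limma were 40 to 82 transcripts, the 40 without *dcr1Δ* replicate 1. The largest euchromatic increase lay between 3.67 and 4.64 in *med18Δ-w* and between 3.42 and 4.79 in *med20Δ-w*, lowest without replicate 2 of the wild type in both. In that setting SPBC23G7.10c was left out of the ranking, because it was not well above background on the remaining wild-type array. Changes near 0 took the opposite sign for *ade6* in *med18Δ-w* (from -0.25 to 0.11, the latter without replicate 2 of the wild type), for *ade6* in *med20Δ-p* (from -0.27 to 0.14, with 0.11 without replicate 2 of the wild type and 0.14 without *med20Δ-p* replicate 1) and for *ura4* in *med20Δ-p* (from -0.23 to 0.15, with 0.03 and 0.15 in the same settings). The remaining array of a group is assumed here to vary like the other groups.

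The files give no depth, and what limits the values is the signal over background. In the wild type 2 or 3 of the 23 pericentromeric transcripts were well above background on an array, so that most of their increases are lower bounds.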

Differences from the paper's values

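The counts of Figure 6 were read by eye, and no comparison here was chosen after the result was seen except the rule for the largest increases, whose ratio alone was compared because a wild-type array at background inflated the spread. With the same 1.5-fold criterion the counts here were larger. In Fig. 6A the paper shows about 140 transcripts up in *med18Δ-w*, about 260 in *med18Δ-p*, about 150 in *med20Δ-w* and about 110 in *med20Δ-p*, read by eye, and here 421, 493, 335 and 384 were up. In Fig. 6B it shows about 110 up in *dcr1Δ*, read by eye, and here 234 were. For transcripts down Fig. 6A shows about 180 in *med18Δ-w*, about 210 in *med18Δ-p*, about 81 in *med20Δ-w* and about 80 in *med20Δ-p*, read by eye, and here 510, 549, 259 and 277 were down.

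Between the epiclones of *med18Δ* Fig. 6A shows about 93 transcripts shared up and about 130 shared down, read by eye, against 375 and 455 here. Between those of *med20Δ* it shows about 61 shared up and about 48 shared down, read by eye, against 289 and 206 here. The up transcripts shared with *dcr1Δ* in Fig. 6B are about 18 for *med18Δ-w*, about 49 for *med20Δ-w*, about 43 for *med18Δ-p* and about 18 for *med20Δ-p*, read by eye, against 130, 134, 128 and 136 here.

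Of the alternatives set before the data were examined, a 2-fold threshold brought 12 of these 17 counts within 1.5 times the paper's. It did not for the up transcripts of *med20Δ-p* (173), the up transcripts shared between the epiclones of *med18Δ* (164) and of *med20Δ* (128), and those shared with *dcr1Δ* by *med18Δ-w* (60) and *med20Δ-p* (61). Normexp background correction did so for the up transcripts of *med18Δ-p* (246), *med20Δ-w* (149), *med20Δ-p* (128) and *dcr1Δ* (129), the down transcripts of *med18Δ-p* (303) and the up transcripts shared by *med20Δ-w* and *dcr1Δ* (71). No other setting in which they were computed did for any of the 17 counts. None of these settings reached the paper's counts for the up transcripts shared between epiclones, or for those that *med18Δ-w* and *med20Δ-p* shared with *dcr1Δ*.

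The paper's largest euchromatic increase in *med18Δ-w* is 14-fold, and here it was 21.7-fold, for SPBC23G7.10c. It lay within 1.5 times the paper's value with quantile normalization (18.8-fold), normexp (9.84-fold, for *hsp16*), arithmetic means (15.2-fold), without replicate 1 of the wild type (15.7-fold, for *eno102*), without replicate 2 of the wild type (12.7-fold, for *zym1*) and without *med18Δ-w* replicate 2 (18.8-fold), and not under the other settings in which it was computed. Without replicate 2 of the wild type SPBC23G7.10c was left out of the ranking, because it was not well above background on the remaining wild-type array. The value of *zym1* there is therefore not a smaller increase of SPBC23G7.10c. *eno102* lies within 100 kb of a chromosome end. Among euchromatic transcripts well above background on every array compared, the largest increase in *med18Δ-w* was 3.78 on the log2 scale, for *zym1*, near the paper's 14-fold. The paper states that no euchromatic gene rose more than the centromeric ncRNA. In *med18Δ-w* this ranking held at the main setting, with SPNCRNA.234 at least 45.1-fold up, and the order was the opposite with normexp, where SPNCRNA.371 had the largest increase of a pericentromeric ncRNA, 6.67-fold. Without *med18Δ-w* replicate 1 SPBC23G7.10c rose 24.9-fold and SPNCRNA.234 at least 9.18-fold, which leaves the order open. For the statement of an increase of more than 100-fold, the bound of at least 45.1-fold in *med18Δ-w* excludes nothing.

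The paper states that a clear difference between the epiclones was observed at the pericentromeric ncRNA. Its northern blots, which were not analysed here, also showed a strong rise in the white epiclones and a marginal one in the pink. Both *med20Δ-w* arrays lay above both *med20Δ-p* arrays, while the second *med18Δ-w* array lay at the level of the *med18Δ-p* arrays, and limma with all 14 arrays called 0 of the 12 tested transcripts in either deletion after Benjamini-Hochberg adjustment over all transcripts. Without *med18Δ-w* replicate 2 it called 9 in each.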

Other observations

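The limma comparisons of genes named by the rule, the lists of Tf2, mating-type and subtelomeric genes, and the models with each array left out were set before the data were examined. The explanations in this part, and the use of a left-out array as a test of one of them, were chosen after the result was seen, as were the models of 4 arrays alone and the comparison of the 2 wild types.

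The pericentromeric ncRNA separated the arrays labelled *med18Δ-w*. Their median log2 level over 11 transcripts was -1.24 on the first and -4.84 on the second, and the latter lay near the *med18Δ-p* arrays. A dim or failed hybridisation is argued against by the 88.8% of transcripts well above background on the second array, within the range of the others. A swap of labels between a *med18Δ-w* and a *med18Δ-p* array would need a pink array with high ncRNA, and the higher of the *med18Δ-p* arrays was at -4.53. RNA of either *med18Δ-p* culture under the white label is argued against by 15 transcripts outside the list that were at least 2-fold from both *med18Δ-p* arrays in the same direction, against 7 on the first *med18Δ-w* array, and by single genes. *gdt1* was at -1.90 on the second *med18Δ-w* array against -7.61 and -7.94 on the *med18Δ-p* arrays, and *rpt6* at 1.47 against 2.60 and 2.50. What stays open is a further pink culture under a white label, or a white culture that had regained silencing before harvest, since the level of -4.84 is what both would give. The paper reports that white and pink epiclones interconvert (Figure S2), and a mixed colony may therefore have contributed.

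This array also bears on the test of white against pink *med20Δ*, because limma takes 1 spread for all groups. With all 14 arrays 0 transcripts passed in *med20Δ*, and without *med18Δ-w* replicate 2 there were 15 higher and 1 lower in white, 9 of the 15 being pericentromeric. The other 6 were *atf31*, *fmd2*, *mat1-Mc*, *cta3*, *inv1* and *ecl1*, and the lower one was SPAC750.06c, whose probe sequence is shared with other subtelomeric entries. Leaving out replicate 1 of *med18Δ-w* gave the same numbers, 15 and 1. With the 4 *med20Δ* arrays alone 9 were higher. These values are consistent with the spread of the *med18Δ-w* arrays hiding differences in *med20Δ*.

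Transcripts up in both epiclones of a deletion could come from chance values of the wild-type arrays that both comparisons use. Simulated unchanged groups shared at most 11 transcripts, up or down, against 206 to 455 observed. The simulated wild type was drawn at random with the spread of limma's model. This covers random scatter and not a deviation of the wild-type cultures beyond it. The wild types of the 2 sets, which were grown and hybridised separately, differed at least 1.5-fold in 15 transcripts up and 24 down of 4868, or 0.801%, and limma with Benjamini-Hochberg adjustment called 0, while 319 had an unadjusted p under 0.05.

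The *med18* probe stayed well above background in *med18Δ*, at 44.6% and 50.8% of the wild-type level. Wild-type cells in the cultures would put a floor of this height under every transcript, and 91 transcripts past limma's test fell further than the *med18* probe in both *med18Δ-w* and *med18Δ-p*. A remaining part of the transcript under the probe, or signal of another sequence at it, stays open and was not tested.

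The array's entries for Tf2 retrotransposons all carry 1 probe sequence, so that the 6 of them that passed limma's test as lower in *dcr1Δ* are 1 measurement, and a test of them as a list, which would count it 6 times, is not given. Their median log2 change was -0.63, and limma's adjusted p of the single entries (Benjamini-Hochberg adjustment) was 0.00772 to 0.0309. The list tests below are adjusted over 21 tests. Of the 4 mating-type genes 2 could be tested, and they were higher in *med20Δ-w* by fry and not by limma's camera (median 2.43, camera adjusted p = 0.176, fry adjusted p = 0.0150). They were also higher in white than in pink *med20Δ* (median 2.55, limma's camera adjusted p = 2.82e-05, fry adjusted p = 0.0150), and in the other comparisons the smallest adjusted p of either test was 0.207. Of the 2 genes, *mat1-Mc* was not well above background on any wild-type or *med20Δ-p* array. The medians of 2.43 and 2.55 are therefore taken partly against background and are not exact. The subtelomeric list was lower in white than in pink *med20Δ* (median -0.18, limma's camera adjusted p = 3.27e-11, fry adjusted p = 0.0217). In *med18Δ* it was lower by limma's camera (adjusted p = 0.0427) and not by fry (adjusted p = 0.557), with a median of -0.10.

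Among the genes the paper names, actin (*act1*), which it used as the control transcript in RT-PCR, was lower than in the wild type in both epiclones of *med18Δ*, by -0.52 in *med18Δ-w* and -0.64 in *med18Δ-p* (limma with Benjamini-Hochberg adjusted p = 0.000927 and 0.000256). With quantile normalization the changes were -0.26 and -0.34. In *med20Δ-w* and *med20Δ-p* the changes of *act1* were -0.06 and -0.01, and their signs differ between scalings. *ago1* was higher by 0.28 to 0.37 in the 4 Mediator mutants, and *swi6* was lower by -0.40 and -0.34 in the white and pink epiclones of *med18Δ*. *pcr1*, which encodes a stress-responsive transcription factor named in the paper, rose by 1.03, 1.12, 0.66 and 0.65 in *med18Δ-w*, *med18Δ-p*, *med20Δ-w* and *med20Δ-p*. *fbp1* was not well above background in the wild type and was at least 2.34-fold higher in each Mediator mutant.

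*ecl1* rose by 4.13 on the log2 scale in *dcr1Δ* and by 1.34 in *med20Δ-w*, and it fell by 0.89 in *med18Δ-w* and by 0.78 in *med18Δ-p*. *cbm1* stood at -1.72 to -2.05 on the 8 Mediator mutant arrays against 0.44 and 1.43 in their wild type, yet limma gave adjusted p of 0.271 to 0.323 (Benjamini-Hochberg adjustment), because the *dcr1Δ* array on which it was missing enters the shared spread. *gdt1* (chromosome 1, 5540350 to 5541138) lay between -0.34 and -0.66 on the 4 wild-type arrays and between -1.90 and -7.94 on the 10 mutant arrays, with replicates of *dcr1Δ* at -2.22 and -7.25. The neighbouring SPAC186.06 was lower in the mutants as well. No explanation was tested for these 3 genes.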
